# Comparison of inbred mouse strains shows diverse phenotypic outcomes of intervertebral disc aging

**DOI:** 10.1111/acel.13148

**Published:** 2020-04-22

**Authors:** Emanuel J. Novais, Victoria A. Tran, Jingya Miao, Katie Slaver, Andrew Sinensky, Nathaniel A. Dyment, Sankar Addya, Flora Szeri, Koen van de Wetering, Irving M. Shapiro, Makarand V. Risbud

**Keywords:** Aging, calcification, intervertebral disc, LG/J, SM/J, transcriptome

## Abstract

Intervertebral disc degeneration presents a wide spectrum of clinically degenerative disc phenotypes; however, the contribution of genetic background to the degenerative outcomes has not been established. We characterized the spinal phenotype of 3 mouse strains with varying cartilage‐regenerative potential at 6 and 23 months: C57BL/6, LG/J and SM/J. All strains showed different aging phenotypes. Importantly, LG/J mice showed an increased prevalence of dystrophic disc calcification in caudal discs with aging. Quantitative‐histological analyses of LG/J and SM/J caudal discs evidenced accelerated degeneration compared to BL6, with cellular disorganization and cell loss together with fibrosis of the NP, respectively. Along with the higher grades of disc degeneration, SM/J, at 6M, also differed the most in terms of NP gene expression compared to other strains. Moreover, although we found common DEGs between BL6 and LG/J aging, most of them were divergent between the strains. Noteworthy, the common DEGs altered in both LG/J and BL6 aging were associated with inflammatory processes, response to stress, cell differentiation, cell metabolism and cell division. Results suggested that disc calcification in LG/J resulted from a dystrophic calcification process likely aggravated by cell death, matrix remodelling, changes in calcium/phosphate homeostasis and cell transformation. Lastly, we report 7 distinct phenotypes of human disc degeneration based on transcriptomic profiles, that presented similar pathways and DEGs found in aging mouse strains. Together, our results suggest that disc aging and degeneration depends on the genetic background and involves changes in various molecular pathways, which might help to explain the diverse phenotypes seen during disc disease.

## 1 INTRODUCTION

Despite the multifactorial aetiology of disc degeneration, one of the critical risk factors is aging (Chanchairujira et al., 2007; Cheung et al., 2009). This is becoming more important as increasing lifespan is contributing to a rise in age‐dependent diseases. It is known that over the course of lifespan, discs experience decreased levels and quality of extracellular matrix proteins, compromised biomechanical properties, increase in inflammatory cytokine expression, catabolic processes and cell death (Caldeira et al., 2017; Ohnishi, Sudo, Tsujimoto, & Iwasaki, 2018). Similarly, senescence, herniations and calcifications have been correlated with degenerative phenotypes in the disc (Novais, Diekman, Shapiro, & Risbud, 2019). Accordingly, the term degenerative disc disease is an umbrella term that encompasses multiple phenotypes. It is therefore important to delineate the molecular basis of these distinct pathologies and their contribution to disc aging and degeneration.

The absence of an appropriate animal model is a barrier for a better understanding of the nuances of disc aging and degeneration. Many experimental models, ranging from large to small animals, and from mechanically induced injury to genetic manipulations have been developed for this purpose (Caldeira et al., 2017; Choi et al., 2018; Novais et al., 2019; Yang, Leung, Luk, Chan, & Cheung, 2009). Injury models rely on acute trauma, usually by annular puncture with consequent inflammatory and immune responses. While injury models are of interest to study acute herniations and the role of inflammation in pathology, they do not recapitulate the chronic cases of human disc degeneration, especially those related to aging (Yang et al., 2009). Likewise, genetic modification allows insights into how a single gene or protein contributes to the inflammation‐driven disc herniations and/or degeneration but does not capture the multivariable complexity of the aging phenotype (Gorth, Ottone, Shapiro, & Risbud, 2019). Nevertheless, models such as mice and rats are attractive for studying disc aging due to their genetic similarity with humans and the availability of tools for population genetics. Importantly, several studies have shown comparable changes in histology, mechanical properties, cellular responses and matrix remodelling during disc degeneration in mice and humans (Choi et al., 2018; Ohnishi et al., 2018).

SM/J, a poor healer mouse strain, and LG/J, a super healer strain, have recently become an attractive system to study disc degeneration due to their opposing phenotypes (Choi et al., 2018) While SM/J mice showed early‐onset, spontaneous disc degeneration, it is not known how their genetic background influences disc aging. To address these questions, we characterized the spinal phenotype of 6‐month‐old (6M) and 23‐month‐old (23M) SM/J, LG/J and C57BL/6 (BL6) mice, the most widely used strain in aging and disc research which exhibits poor healing capabilities compared to LG/J mice (Choi et al., 2018). Our results show that LG/J mice are prone to developing dystrophic disc calcification in caudal spine with aging and the aging phenotype is distinct between 3 strains. Transcriptomic analysis showed SM/J differs the most from the other strains at 6M, exhibiting highest grades of degeneration. Interestingly, during aging, strains shared only a small subset of genes related to stress response, cell differentiation, inflammation‐related pathways and cell metabolism with LG/J mice showing differences in pathways concerned with cell death, calcium homeostasis and endochondral processes. Signatures of calcium homeostasis, cell death and endochondral genes were also captured in hierarchical clustering analysis of transcriptomic data from human NP tissues. Together, the findings highlight the contribution of the genetic background to spectrum of degenerative phenotypes seen during aging and disc degeneration.

## 2 RESULTS

### 2.1 LG/J mice have a higher prevalence of age‐dependent disc calcification than SM/J and BL6

To investigate how genetic background affects disc phenotype with aging, we analysed the spines of 6M and 23M BL6, LG/J and SM/J mice by μCT and histology. μCT analysis showed high prevalence of disc calcification in caudal spine of 23M LG/J mice with a comparable mineral density to vertebral cortical bone (Figure 1a‐c). Calcification presented a wide distribution, size and morphology (Figure 1c) and affected both NP and AF (Figure 1d‐e’). Noteworthy, several LG/J animals showed increased incidence of calcification at Ca6‐7, Ca7‐8 and Ca8‐9, whether this is due to differential loading at these levels remains to be seen. There was a lack of disc calcification in 23M‐old BL6 and SM/J mice (Figure 1a, Figure S2a) and in LG/J lumbar spine (Figure S2a). Alizarin Red staining showed presence of pronounced free calcium in 23M LG/J disc that was not restricted to the mineral nodules (Figure 1d‐e’ and Figure S2b). FTIR‐studies showed that this calcification was apatitic with a comparable spectral profile to the mineral in the vertebrae (Figure 1f). We analysed the peaks corresponding to phosphate—960/cm (Figure 1g‐g’), carbonate—870/cm (Figure 1h‐h’) and protein—1,665 cm^−1^ (Figure 1i‐i’). Although, phosphate and carbonate levels in the disc were comparable to the vertebrae (Figure 1g‐h’), the ratio of phosphate to protein content was much higher in the disc (Figure 1i‐i’). This suggested that LG/J disc mineralization was not associated with matrix and thus dystrophic in nature. While plasma analysis showed that 23M LG/J mice had a slight increase in levels of free calcium compared to SM/J, levels were comparable to BL6. With aging, both LG/J and SM/J mice showed increased activity of TNAP, without differences between the strains. Levels of fetuin‐A were higher in LG/J but virtually undetectable in the SM/J mice. Plasma glucose was significantly decreased in SM/J mice as compared to BL6 and LG/J mice without any strain‐dependent change in creatine, sodium and albumin (Figure 1j). These results suggested that there was no clear correlation between the plasma chemistry and strain‐specific mineralization phenotype. We then decided to focus on analysing caudal disc aging due to this calcification phenotype and to avoid confounding contribution of axial loading on lumbar spine associated with variations in body sizes between three strains (Espinoza Orías, Malhotra, & Elliott, 2009).

**FIGURE 1:**
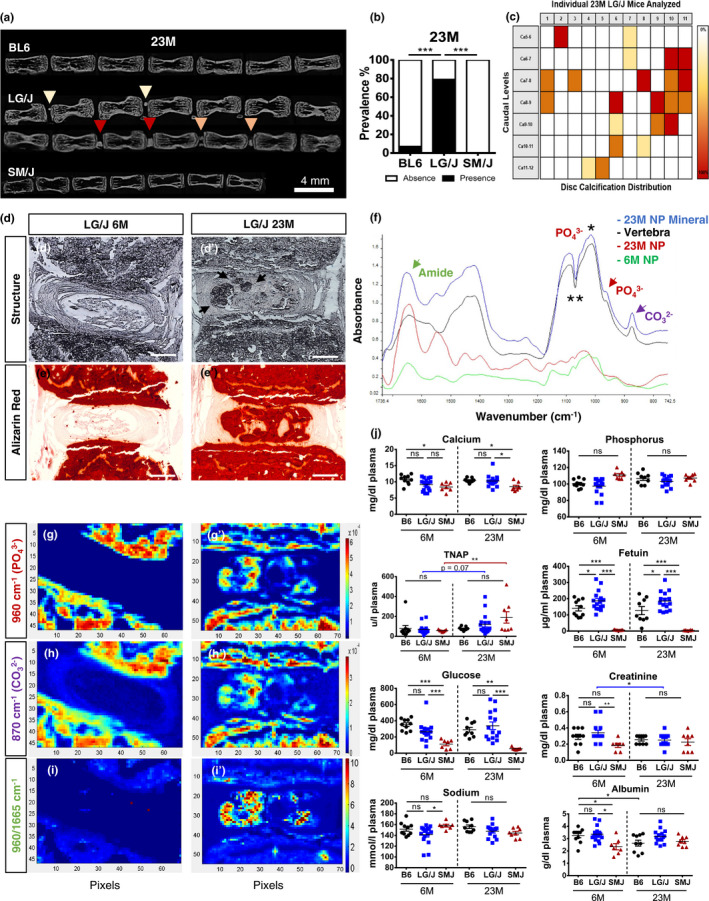
LG/J mice present high prevalence of age‐dependent disc calcification. (a‐c) μCT showed higher prevalence and widespread distribution of disc calcification in caudal spine of 23M LG/J mice. Yellow, orange and red arrows (a) and colour scale (c) represent small, medium and large size calcifications, respectively. *p* ≤ .001***, χ^2^ test, BL6 (*n* = 10), LG/J (*n* = 14) and SM/J (*n* = 8). (d‐d’) Disc calcifications in LG/J mice were present in both NP and AF. (e‐e’) Alizarin Red staining showed staining of the disc, not limited to the calcified nodules. (f) FTIR analysis showed comparable spectral profile between disc mineralization and vertebrae. Green arrow—amide peak – 1,665/cm; red arrow—phosphate peak – 960/cm; purple arrow—carbonate peak – 870/cm; *phosphate peak—1,030/cm; ** tape artefact. (g‐h’) Phosphate and carbonate levels in the disc were comparable to the vertebrae. (i‐i’) Phosphate to protein ratio was higher in the disc. (j) Plasma measurements of calcium, phosphorous, TNAP, fetuin, glucose, creatine, sodium and albumin from 6M and 23M mice. Mann–Whitney test was used for comparing differences between the groups. ns = not significant; *p* ≤ .05*; *p* ≤ .01**; *p* ≤ .01**; BL6 (*n* = 10), LG/J (*n* = 14) and SM/J (*n* = 8). Scale bar d‐e’ = 200 µm

### 2.2 LG/J and SM/J mice have distinct phenotypes of age‐related disc degeneration compared to BL6

We performed histological analysis of caudal disc of 6M and 23M BL6, LG/J and SM/J mice. There were differences in tissue architecture and cell morphology in the NP, AF and EP compartments of all strains (Figure 2a‐i and Figure S2b). Starting at 6M, there were small degenerative changes in LG/J discs compared to BL6; notably, NP cell band showed more interspersed matrix (Figure 2a‐b). SM/J mice, on the other hand, showed a loss of NP/AF demarcation, a fewer NP cells, and presence of clefts (Figure 2c). At 23M, in contrast to LG/J and SM/J, BL6 mice showed very little changes in caudal spine associated with aging; disc compartments maintained their cellularity and demarcation (Figure 2d‐f’’). The aging phenotype of LG/J mice was characterized by an asymmetric cellular organization, with a healthier looking cell band on one side and a honeycomb organization on the other, paired with increased mucinous material and clefts in the inner AF (Figure 2e‐e’’). The SM/J phenotype was underscored by lack of cells in the NP, a clear increase in hypertrophic chondrocyte‐like cells in the endplates, and clefts throughout the disc (Figure 2f‐f’’). Histological changes were quantified using the modified Thompson Grading (Figure S3a) and evidenced different distribution and higher average grades of NP degeneration in LG/J and SM/J compared to BL6 mice at both 6M and 23M (Figure 2g,h). SM/J mice presented higher average AF grades compared to the other strains at both the time points (Figure 2g,i). Picro‐Sirius Red staining and polarized microscopy showed increased collagen staining in the NP of LG/J and SM/J mice than BL6 (Figure 2j‐m) and a similar increase in thin fibres, along with a decrease in thick fibres in LG/J and SM/J NP and AF compartments compared to BL6 mice (Figure 2j‐l’,n,o).

**FIGURE 2:**
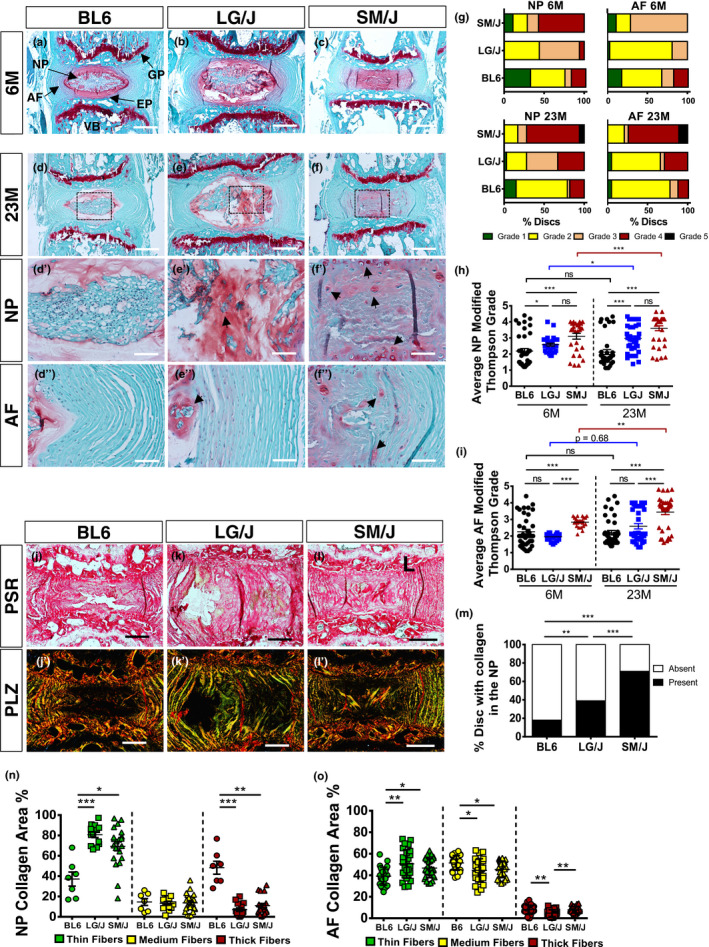
Inbred strains show distinct disc phenotypes during aging. (a‐f’’) Histology of 6M and 23M mice showed differences in tissue architecture and cell morphology in the NP, AF and EP. Panels d', e' and f' show the area enclosed in dotted boxes in panels d, e and f, respectively. (g‐i) Modified Thompson Grading distribution and averages showed small degenerative changes in LG/J mice and BL6 but high degenerative grades in SM/J mice at 6M. At 23M, both LG/J and SM/J mice showed higher degenerative grades than BL6 mice in the NP. (j‐m) Picro‐Sirius Red staining and polarized microscopy of discs (n‐o) Analysis of percentage of thin (green), intermediate (yellow) and thick fibres (red). Mann–Whitney test was used for comparing 6M to 23M in each strain. Kruskal–Wallis and chi‐squared test were used to perform comparison between the 3 strains. BL6 (*n* = 10), LG/J (*n* = 14) and SM/J (*n* = 8), 4 levels per strain were analysed. Scale bar A‐F and J‐L’= 200 µm; Scale bar d’‐f = 50 µm. AF, annulus fibrosus; EP, endplate; GP, growth plate; NP, nucleus pulposus; VB, vertebra

### 2.3 Aged inbred mice strains evidenced changes in extracellular matrix composition

We assessed the differences in disc matrix composition in 3 strains at 23M. Old SM/J showed the least amount of collagen I in NP whereas both SM/J and LG/J had comparable but lower abundance in the AF (Figure 3a‐a’’’’). Collagen II showed higher levels in both LG/J and BL6 NP than SM/J, without significant strain‐dependent differences in collagen II abundance in the AF (Figure 3b‐b’’’’). Interestingly, collagen X, hypertrophic chondrocyte marker expressed during disc degeneration (Choi et al., 2018), was higher in NP of BL6 compared to SM/J and LG/J (Figure 3c‐c’’’’). However, we also observed more pronounced peri‐cellular staining of collagen X in the SM/J NP, in addition to higher AF levels compared to LG/J and BL6. These results showed that unique collagen signatures underscored disc aging phenotypes in these three strains (Choi et al., 2018).

**FIGURE 3:**
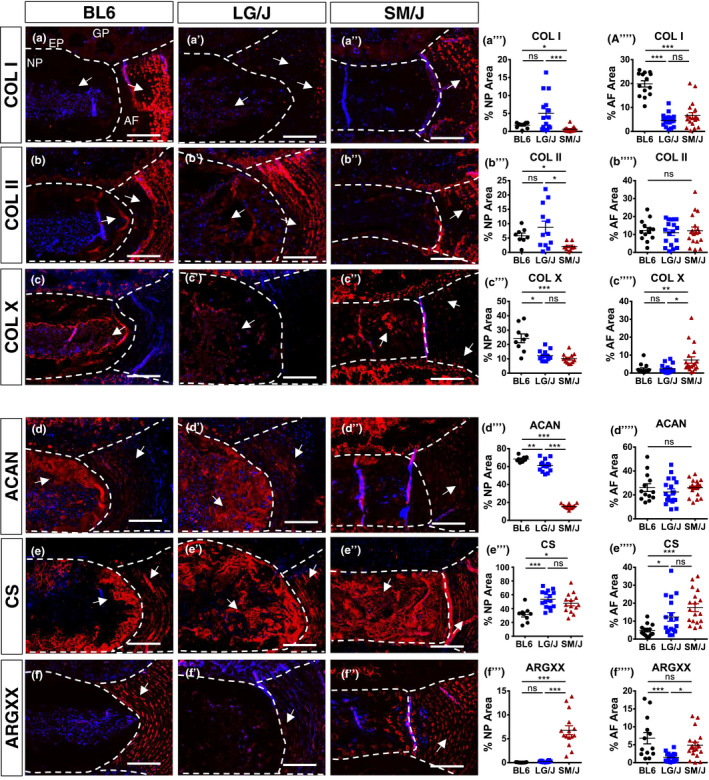
Aged inbred mouse strains evidenced changes in matrix composition. Staining and abundance in NP and AF compartments of important extracellular matrix proteins in 23M BL6, LG/J and SM/J caudal discs (a‐a’’’’) collagen I, (b‐b’’’’) collagen II, (c‐c’’’’) collagen X, (d‐d’’’’) aggrecan, (e‐e’’’’) chondroitin sulphate and (f‐f’’’’) ARGXX neoepitope. ANOVA or Kruskal–Wallis test was used as appropriate; *n* = 6 mice/strain, 2–3 levels per mouse were analysed. Scale bar A‐F’’=50 µm

We examined aggrecan content and functionality parameters. LG/J and BL6 mice showed higher aggrecan abundance compared to SM/J (Figure 3d‐d’’’’). Interestingly, BL6 showed the least chondroitin sulphate staining in both compared to LG/J and SM/J (Figure 3e‐e’’’’). Additionally, SM/J mice showed higher ARGXX neoepitope abundance in the NP compared to both LG/J and BL6 mice, with increased and comparable AF levels to LG/J and BL6, respectively (Figure 3f‐f’’’’). These results suggested that each strain at 23M exhibit a different aggrecan functionality profile.

### 2.4 LG/J, SM/J and BL6 showed divergent transcriptomic profiles

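Total RNA of nucleus pulposus tissue from 17 mice at 6M was measured on Clariom S mouse arrays, which carry 1 set of probes for most protein-coding genes. Whether these probes detect the transcripts of the 3 strains equally well was not tested. Differences between strains are therefore differences in signal. The arrays came from 7 BL6, 4 LG/J and 6 SM/J mice. The mean level of the Y-linked genes Eif2s3y, Kdm5d and Uty was 3.28 to 3.70 on the LG/J arrays. It ranged from 3.52 to 9.45 on the BL6 arrays and from 3.32 to 8.19 on the SM/J arrays. The strain comparisons at 6M are therefore not balanced for sex. Each array holds the pooled caudal discs of a single animal, so replicates are separate mice. The legend of Fig. 4 gives 5 LG/J mice, whereas the array labels give 4. The labels give the age of the SM/J mice as 5 to 6 months, and the paper gives it as 6M. The array titles carry 1 date per strain, so that strain and array date cannot be told apart in any comparison between strains. The paper gives SST-RMA in Expression Console as the normalization, where the array labels give RMA, and the deposited values are on a log2 scale. These values were compared for 19505 genes with limma, with 1 estimate of the spread for the 3 strains. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the thresholds of Fig. 4. Changes are written as the log2 difference between group means ± its standard error. Groups of genes with a shared function were listed before the data were examined, and camera compared each list with all other genes. Camera's main setting presets the correlation between the genes of a list at 0.01, and none of its calls between strains at 6M held with an estimated correlation. Members of a list were also counted one by one, with the test adjusted over all genes and adjusted over the list alone. Genes are named as not above the negative controls where their mean in a group lay below the median of these control probes, and their difference then depends on the background. The number of arrays in each group limits the precision.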

We performed microarray analysis of NP tissues from 6M LG/J, SM/J and BL6 mice (Figure 4a). The transcriptomic profiles of each strain clustered distinctly along principal components (Figure 4b). 

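Prrx1, a transcription factor of skeletal mesenchyme, was lower in SM/J than in LG/J by a log2 difference of -6.23 ± 0.31 (adjusted p = 3.46e-12; n = 6 and 4). Cd36, a fatty acid transporter, was lower by -5.78 ± 0.34 and Ccn3, a matricellular protein of cartilage, by -5.16 ± 0.40. Gpnmb, a membrane glycoprotein of bone and phagocytes, was lower by -5.26 ± 0.25. All values of these 4 genes in SM/J lay below all values in LG/J, which the rule that named them required. In SM/J Prrx1 and Cd36 were not above the negative controls, and with these as a floor their differences are at least -5.17 and -4.09 in size. The first principal component of the 17 arrays at 6M held 63.3% of the variance of all genes, the second 15.0% and the third 3.48%. On the first component the SM/J arrays had a mean score of 97.9 ± 20.3 (SD, n = 6), the BL6 arrays -51.9 ± 6.64 (SD, n = 7) and the LG/J arrays -56.1 ± 7.36 (SD, n = 4). The second component parted LG/J, at 57.6 ± 3.21, from BL6, at -34.2 ± 3.61. The array nearest to each array over all genes belonged to its own strain for 17 of 17 arrays. The middle 50% of gene values spanned 3.32 ± 0.19 log2 units on the SM/J arrays (SD, n = 6), 4.75 ± 0.07 on the BL6 arrays and 4.94 ± 0.08 on the LG/J arrays.

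**Figure D1:**
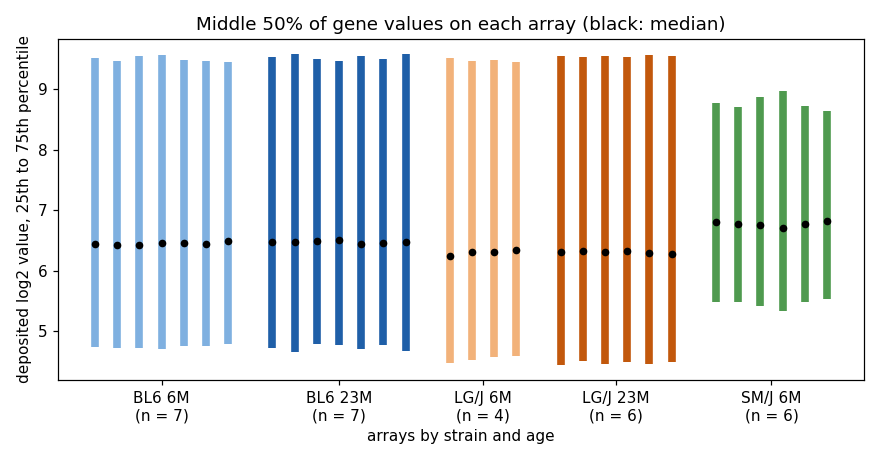
Deposited log2 values of all genes on each of the 30 arrays, by strain and age. Bars run from the 25th to the 75th percentile of an array's genes and black points mark its median. The bars of the 6 SM/J arrays are shorter than those of every BL6 and LG/J array.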

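Genes of energy metabolism were lower in SM/J than in LG/J. No random lists matched on level were drawn for this comparison. How much of the difference follows the narrower spread of SM/J values is therefore not known. Of 74 oxidative phosphorylation genes, 57 were lower in SM/J than in LG/J and none was higher (57 when adjusted over the list alone), with a median log2 difference of -1.53, which was -0.89 after quantile normalization and -2.00 after median centring. The list was lower as a set (adjusted p = 1.28e-17 from camera), which was lost with an estimated correlation (adjusted p = 0.28 with an estimated correlation). Atp5o and Atp5g3, subunits of ATP synthase, were lower by -2.89 ± 0.22 and -2.90 ± 0.26, and Ndufs7 of complex I by -2.91 ± 0.25 (n = 6 and 4). Of 17 genes of the vacuolar proton pump, which acidifies lysosomes, 15 were lower (15 when adjusted over the list alone), among them Atp6v0e at -2.22 ± 0.20 and Atp6v1b2 at -2.21 ± 0.26. Of 29 collagen genes, 13 were higher and 1 was lower (13 and 1 when adjusted over the list alone). Col1a2 was higher by 2.29 ± 0.59, a call that was lost with the granulocyte level as a covariate, at 1.48 ± 0.77. Between SM/J and LG/J, 8387 genes were called, 4834 higher and 3553 lower in SM/J. Called genes higher in SM/J made up 57.6%, against 25.7% after median centring and 42.1% after quantile normalization of the arrays, which left 4589 called genes. The 3 comparisons at 6M called 10435 genes together. Of these, 47.7% were called in both comparisons of SM/J and not between LG/J and BL6, and 2.77% were called only between LG/J and BL6.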

Analysis of differentially expressed genes (DEG) using FDR < 0.05 and Fold Change ≥ 2 showed that the highest percentage of DEGs (55%) belonged to SM/J. Since BL6 showed lowest grades of degeneration than both LG/J and SM/J, and LG/J and SM/J had comparable degeneration scores, we performed gene enrichment analysis using PANTHER overrepresentation test (Mi et al., 2019) using BL6 as reference. Volcano plot from LG/J versus BL6 comparison showed distribution of 863 DEGs used for enrichment analysis (Figure 4d). 

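The LG/J mice lacked most of the signal of Inmt, a methyltransferase of tryptamine and of selenium compounds, and of Man2b1, a lysosomal mannosidase. Inmt had a level of 4.54 ± 0.26 (SD, n = 4) in LG/J and 16.97 ± 0.29 (SD, n = 7) in BL6, so that the LG/J level lay below the negative controls at 5.88. With the controls as a floor the log2 difference is at least -11.1 in size (adjusted p = 7.34e-18 for the deposited values). Man2b1 was lower by -6.10 ± 0.17 and Pttg1, an inhibitor of sister chromatid separation, by -5.74 ± 0.21. Mtarc1, a reductase of the outer mitochondrial membrane, was higher in LG/J by 7.38 ± 0.17 (adjusted p = 7.34e-18), and Clic5, a chloride channel protein bound to the actin skeleton, by 7.15 ± 0.27. The glycolytic enzymes Eno1b and Eno2 were higher by 4.79 ± 0.12 and 4.50 ± 0.24. In all 7 genes the values of the strains did not overlap, which the rule that named the largest differences required. Mtarc1 was not above the negative controls in BL6, so that with these as a floor its difference is at least 5.36. Between LG/J and BL6 at 6M, 1589 genes were called, 492 higher and 1097 lower in LG/J. Higher genes were 30.96% of those called with the deposited values, 47.1% after median centring and 41.5% after quantile normalization. With the mean level of granulocyte markers as a covariate, 886 genes were called, of which 678 were among the 1589 in the same direction.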

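Of 30 genes of wound healing and coagulation, 7 were higher in LG/J than in BL6 and 2 lower (7 and 2 when adjusted over the list alone), with a median log2 difference of 0.32. This list was higher as a set (adjusted p = 0.0044 from camera), which was lost with an estimated correlation (adjusted p = 0.261 with an estimated correlation). Plat, the tissue plasminogen activator, was higher by 2.99 ± 0.23 (adjusted p = 3.12e-09; n = 4 and 7), Timp1, an inhibitor of matrix proteases, by 1.81 ± 0.24 and Thbd, a thrombin receptor, by 1.71 ± 0.24. Of 33 matrix proteases and inhibitors, 5 were higher and 2 lower (5 and 3 when adjusted over the list alone), without passing as a set (adjusted p = 0.067 from camera). Adamts12, a protease of cartilage matrix, was higher by 1.33 ± 0.22. Of 29 collagen genes, 5 were higher and 2 lower (6 and 2 when adjusted over the list alone), and their median of -0.01 was below 0 while their mean of 0.19 was above it. Col15a1 and Col18a1 of basement membranes were higher by 1.29 ± 0.27 and 1.23 ± 0.21. Among 33 integrins, cadherins and syndecans, 5 were higher and 5 lower (5 and 5 when adjusted over the list alone). With the granulocyte level as a covariate the wound healing list no longer passed, at a median of 0.14, and Thbd, Timp1, Adamts12 and Col15a1 no longer passed either, at 1.21 ± 0.49, 1.67 ± 0.51, 1.01 ± 0.45 and 1.88 ± 0.54. Over 36 named genes lost in that fit the median size went from 1.57 to 1.21 and the median standard error from 0.25 to 0.49. Plat was not above the negative controls in BL6.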

LG/J upregulated DEGs showed enrichment of extracellular matrix organization, wound healing, tissues remodelling and cell adhesion (Figure 4f). Downregulated DEGs in LG/J were enriched for immune system processes, response to stress, cell adhesion as well as cell death (Figure 4f). 

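S100a8 and S100a9, which encode the calprotectin of neutrophils, were lower in LG/J than in BL6 by -6.03 ± 0.85 (adjusted p = 1.56e-05; n = 4 and 7) and -4.19 ± 0.80, and the granule gene Ngp was lower by -6.91 ± 0.86. Of 26 markers of neutrophils and their precursors, 15 were lower and none was higher (16 lower when adjusted over the list alone), with a median of -1.34 (adjusted p = 2.33e-10 from camera, adjusted p = 0.261 with an estimated correlation). Of 40 type I interferon response genes, 16 were lower and none was higher (16 when adjusted over the list alone; adjusted p = 8.94e-08 from camera, adjusted p = 0.261 with an estimated correlation). These included the guanylate-binding proteins Gbp2 at -4.44 ± 0.26 and Gbp7 at -4.41 ± 0.20, the RNA sensor Ifih1 at -4.04 ± 0.23 and Ifit2 at -3.11 ± 0.29. H2-DMb1, which loads peptides on MHC class II molecules, was lower by -3.72 ± 0.26. Erythroid markers fell on the same side, with 5 of 18 lower and 1 higher (5 and 1 when adjusted over the list alone), among them the heme synthesis gene Alas2 at -2.80 ± 0.38 and the carbonic anhydrase Car2 at -2.82 ± 0.28. Of 39 immediate early and MAPK feedback genes, 14 were lower and 1 was higher (14 and 1 when adjusted over the list alone; adjusted p = 0.182 from camera), with Fosb at -3.66 ± 0.82 and Atf3 at -2.77 ± 0.64. Of 41 apoptosis genes, 5 were lower and 1 was higher (5 and 1 when adjusted over the list alone), with the death ligand Tnfsf10 at -2.62 ± 0.28. The adhesion genes Dsc3, a desmosomal cadherin, and Cdh4 were lower by -3.53 ± 0.22 and -3.28 ± 0.41. Lyz2, a lysozyme of macrophages and neutrophils, was lower by -3.71 ± 0.71, and with the granulocyte level as a covariate it turned to 1.51. In that fit the calls of Alas2, Fosb and Tnfsf10 were lost, at -1.03 ± 0.65, -4.59 ± 1.71 and -1.65 ± 0.54, and the erythroid list no longer passed as a set, at a median of -0.27. In LG/J S100a8, Ngp, Gbp7, Ifih1, Alas2 and Lyz2 were not above the negative controls. With these as a floor their differences are at least -5.56, -5.65, -4.08, -3.05, -1.92 and -2.63 in size.

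**Figure D2:**
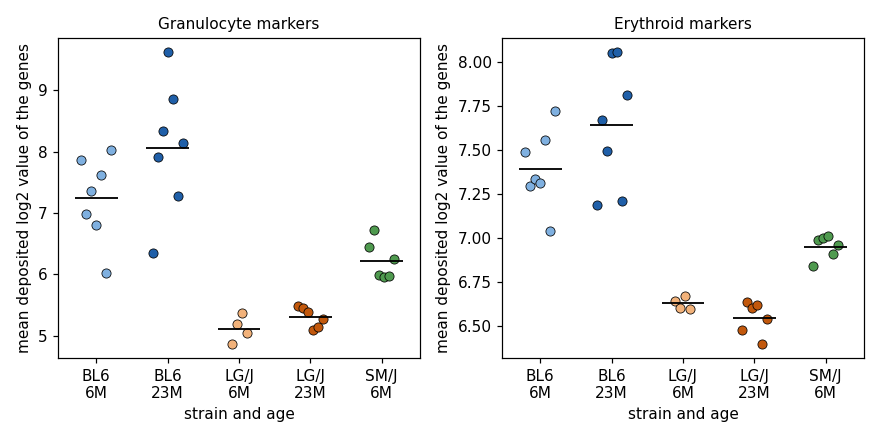
Mean deposited log2 value of 26 granulocyte markers (left) and 18 erythroid markers (right) on each array, by strain and age. Points are mice and lines are group means. At 6M the granulocyte level of the 4 LG/J arrays lies between 4.87 and 5.37 and that of the 7 BL6 arrays between 6.02 and 8.02.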

Comparison of SM/J versus BL6 showed 5,797 DEGs (Figure 4g). 

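Man2b1, the lysosomal mannosidase, was lower in SM/J than in BL6 by -8.89 ± 0.15 (adjusted p = 2.17e-20; n = 6 and 7), Inmt by at least -10.4 in size with the negative controls as a floor, and Cck, the cholecystokinin gene, by -6.22 ± 0.20. Chit1, a macrophage chitinase, was lower by -5.75 ± 0.17. Sema3d, a guidance molecule for axons and vessels, was higher by 4.92 ± 0.18, and Speer4c and Speer4d of a testis gene family were higher by 6.15 ± 0.24 and 5.44 ± 0.21. Man2b1, Inmt and Chit1 in SM/J and Speer4d in BL6 were not above the negative controls. Between SM/J and BL6, 7000 genes were called, 3463 higher and 3537 lower in SM/J, and the median over all genes was 0.15. Genes higher in SM/J made up 49.5% of those called, 24.9% after median centring, where the median over all genes was -0.18, and 42.7% after quantile normalization. Quantile normalization left 4442 called genes, of which 3358 were among the 7000 in the same direction. Among the 25% of genes with the lowest BL6 levels the median difference was 0.72, and among the 25% with the highest it was -0.97, so that changes in SM/J are partly ordered by level. Called genes lower than BL6 in both LG/J and SM/J numbered 468, against 198.9 for independent lists, and 124 were higher in both, against 87.4. Both comparisons use the same BL6 arrays, which alone gave a correlation across genes of 0.411 and a covariance of 0.0175 in simulated data without effects. The observed correlation was 0.195 and the covariance 0.139. With separate BL6 arrays for each strain the correlations were 0.213 and 0.140, and genes are not independent replicates.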

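Of 74 oxidative phosphorylation genes, 54 were lower in SM/J than in BL6 and none was higher (54 when adjusted over the list alone), with a median of -1.31 (adjusted p = 5.45e-16 from camera, adjusted p = 0.27 with an estimated correlation). Random lists matched on the BL6 level had a median of -0.88, and -0.97 for the vacuolar proton pump, so part of these shifts follows level. No such lists were drawn for autophagy, oxidative stress, beta-oxidation, endoplasmic reticulum stress or glycolysis. Atp5o and Atp5g3 of ATP synthase were lower by -2.75 ± 0.19 and -2.73 ± 0.23, and Uqcrh of complex III by -2.24 ± 0.21 (n = 6 and 7). Of 17 vacuolar proton pump genes, 15 were lower and none was higher (15 when adjusted over the list alone; adjusted p = 2.85e-07 from camera, adjusted p = 0.18 with an estimated correlation), with Atp6v0e2 at -2.73 ± 0.16. Of 55 autophagy genes, 22 were lower and 1 higher (22 and 1 when adjusted over the list alone; adjusted p = 2.85e-07 from camera, adjusted p = 0.18 with an estimated correlation). Map1lc3b, which marks autophagosome membranes, was lower by -2.18 ± 0.16 (adjusted p = 4.38e-10). Of 34 oxidative stress genes, 23 were lower and 1 higher (23 and 1 when adjusted over the list alone), with the metallothionein Mt2 at -3.16 ± 0.26 and the thioredoxin reductase Txnrd1 at -2.90 ± 0.23. Of 26 genes of fatty acid beta-oxidation, 15 were lower and none was higher (15 when adjusted over the list alone), with the dehydrogenase Acadl at -2.28 ± 0.18. Of 35 endoplasmic reticulum stress genes, 10 were lower and none was higher (10 when adjusted over the list alone), with Edem2 at -1.71 ± 0.16. The same was seen for 15 of 34 genes of glycolysis and the hypoxia response, with 1 higher (15 and 1 when adjusted over the list alone), among them Bnip3, a mitophagy receptor, at -3.11 ± 0.21. Camera gave adjusted p = 7.53e-08 for oxidative stress, 1.72e-06 for beta-oxidation, 0.000675 for endoplasmic reticulum stress and 0.000675 for glycolysis, which became adjusted p = 0.18, 0.18, 0.287 and 0.463 with an estimated correlation.
Of 29 collagen genes, 16 were higher and none was lower (16 when adjusted over the list alone), with a median of 1.19 (adjusted p = 0.00116 from camera, adjusted p = 0.295 with an estimated correlation). Col2a1, the main collagen of cartilage, was higher by 2.50 ± 0.33 (adjusted p = 1.06e-06). Of 18 T and NK cell markers, 5 were higher and none was lower (5 when adjusted over the list alone; adjusted p = 0.00766 from camera, adjusted p = 0.18 with an estimated correlation), with Cd4 at 2.01 ± 0.18. The mean of this list, 5.40 in SM/J and 4.61 in BL6, lay below the negative controls at 6.52 and 6.01. Of 34 ion channels and transporters, 5 were higher and 6 lower (5 and 6 when adjusted over the list alone). Of 46 cytokines and chemokines, 4 were higher and 4 lower (4 and 3 when adjusted over the list alone), with Ccl11 at 1.68 ± 0.25. Among 39 immediate early and MAPK feedback genes, 5 were higher and 4 lower (5 and 4 when adjusted over the list alone), with the MAPK targets Etv5 at 2.63 ± 0.29 and Spry2 at 1.49 ± 0.20. Apoptosis genes leaned down, with 10 of 41 lower and 1 higher (10 and 1 when adjusted over the list alone; adjusted p = 0.0384 from camera, adjusted p = 0.18 with an estimated correlation), and the caspase regulator Cflar was lower by -2.11 ± 0.17. After quantile normalization the medians were -0.75 for oxidative phosphorylation, -0.81 for the proton pump and 0.84 for collagens. The T and NK, endoplasmic reticulum, glycolysis and apoptosis lists no longer passed in that fit, and the apoptosis list did not with the granulocyte level as a covariate either. Ccl11 and Spry2 were not above the negative controls in BL6.

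**Figure D3:**
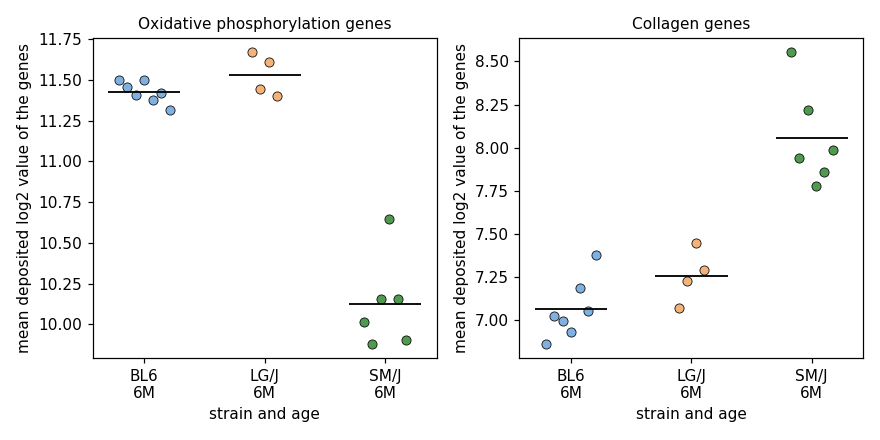
Mean deposited log2 value of 74 oxidative phosphorylation genes (left) and 29 collagen genes (right) on each 6M array, by strain. Points are mice and lines are group means. The 6 SM/J arrays lie between 9.88 and 10.65 on the left, below every other array, and between 7.78 and 8.55 on the right, above every other array.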

SM/J‐upregulated DEGs were enriched for cell differentiation, cell death, ion transport, MAPK cascade and response to cytokines pathways (Figure 4h), whereas SM/J‐downregulated DEGs were enriched for autophagy, oxidative phosphorylation, response to oxidative stress, endoplasmic stress, fatty acid β oxidation and proton transmembrane transport (Figure 4i). To gain further insights, we queried select genes that contributed to these enrichments. In LG/J, we found that adhesion‐related genes Itga7, Itgbl1, Lgals1 and Sdc3 were upregulated along with matrix modulator genes Tgf1, Tgf2, Col5a and Mmp14 (Figure 4j). 

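Itga7, a laminin receptor, was higher in LG/J than in BL6 by 1.63 ± 0.27 (adjusted p = 0.000113; n = 4 and 7), and Itgbl1, a secreted integrin-like protein, by 1.496 ± 0.219 (adjusted p = 2.54e-05). Lgals1, a lectin that binds matrix glycoproteins, was higher by 1.99 ± 0.20 (adjusted p = 2.66e-07) and the membrane proteoglycan Sdc3 by 1.65 ± 0.26 (adjusted p = 6.49e-05). The growth factors Tgfb1 and Tgfb2 were higher by 2.10 ± 0.33 and 2.04 ± 0.29, and the fibrillar collagen Col5a1 by 1.42 ± 0.20. Mmp14, a membrane-bound collagenase, did not pass, at 0.43 ± 0.26 (adjusted p = 0.221). The genes that the study shows in Fig. 4j were picked on these samples and are not independent evidence. Of its 18 adhesion and matrix genes, 11 were higher and 5 lower (11 and 5 when adjusted over the list alone), and of its 9 wound healing genes 8 were higher and none was lower (9 when adjusted over the list alone). All 6 of its apoptosis genes that were measured were lower, with Cradd, an adaptor of caspase activation, at -1.89 ± 0.18 and the interferon target Ifit3 at -3.58 ± 0.21. The calls of Itga7, Sdc3, Tgfb1 and Col5a1 were lost when the granulocyte level was a covariate, with differences of 1.88 ± 0.57, 1.33 ± 0.55, 1.96 ± 0.69 and 1.26 ± 0.43.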

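In SM/J discs, Ccn2, the connective tissue growth factor gene, was higher than in BL6 by 2.40 ± 0.59 (adjusted p = 0.000953; n = 6 and 7) and Col10a1, the collagen of hypertrophic cartilage, by 2.45 ± 0.60 (adjusted p = 0.000945). Runx1, a transcription factor of chondrocytes and blood cells, was higher by 1.08 ± 0.35 (adjusted p = 0.00905). Bmp6, another gene of hypertrophic cartilage, was higher by 2.11 ± 0.26. Among 16 hypertrophic chondrocyte markers, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone), and the list did not pass as a set (adjusted p = 0.67 from camera). Hsp90b1, a chaperone of the endoplasmic reticulum, was lower by -0.53 ± 0.13 (adjusted p = 0.001), and Hsp90aa1, its cytosolic relative, was not changed beyond its error at -0.04 ± 0.18 (adjusted p = 0.861). Slc2a1, which encodes GLUT1, was lower by -0.30 ± 0.13 (adjusted p = 0.0448). Vps4b and Vps4a, ATPases of endosomal sorting, were lower by -0.80 ± 0.14 (adjusted p = 4.46e-05) and -0.45 ± 0.18 (adjusted p = 0.0307), and the cotransporter Slc12a2 did not pass at -0.32 ± 0.18 (adjusted p = 0.108). The genes of Fig. 4k were picked on these samples and are not independent evidence. Of its 11 differentiation genes, 9 were higher and 1 was lower (9 and 1 when adjusted over the list alone), the latter being the cell cycle inhibitor Cdkn1b at -2.04 ± 0.26. After quantile normalization Hsp90aa1 was at 0.50 and passed, Hsp90b1 was at 0.13, Vps4a at 0.21 and Vps4b at -0.03. The call of Runx1 was lost after median centring and, at 0.96 ± 0.50, with the granulocyte level as a covariate. That of Slc2a1 was lost in the same fit, at -0.34 ± 0.19, in a fit of the groups compared and when 1 of 9 arrays was left out, and that of Vps4a when 1 of 7 arrays was left out.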

We also noticed upregulation of hypertrophic chondrocyte markers Ctgf, Col10a1 and Runx1; downregulation of stress factors Hsp90a1, Hsp90b1, Slc2a1 (GLUT1) and ion channels Slc12a2, Vps4b and Vps4a in SM/J mice as previously reported (Choi et al., 2018).

**FIGURE 4:**
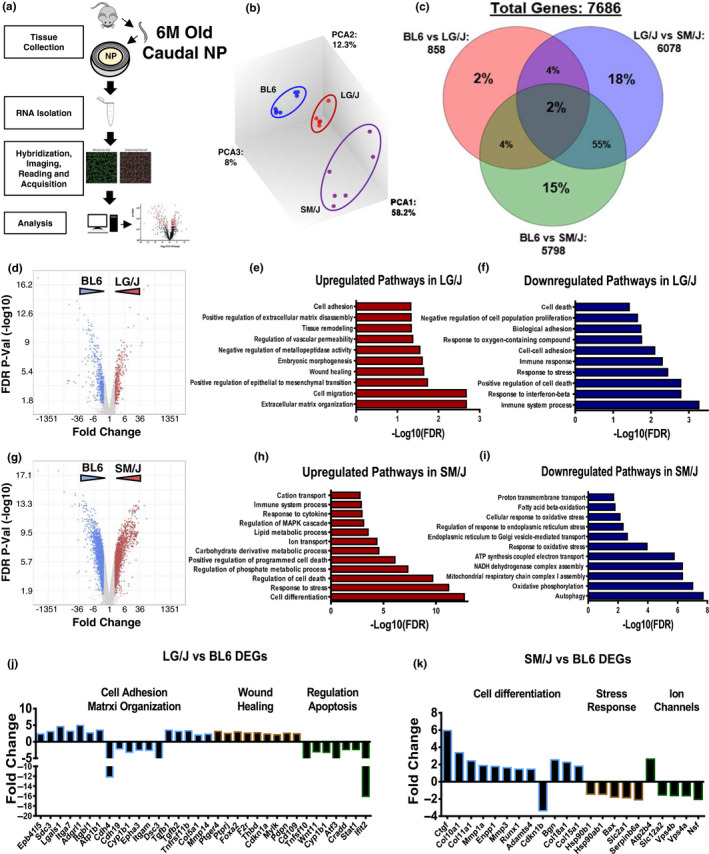
SM/J and LG/J showed divergent transcriptomic profiles at 6M. (a) Schematic summarizing microarray analysis. (b) Transcriptomic profiles of 6M BL6 (*n* = 7), LG/J (*n* = 5) and SM/J (*n* = 6) mice clustered distinctly along principal components. (C) Venn diagram from DEGs, Fold Change ≥ 2, FDR ≤ 0.05, (d) volcano plot, showing up‐ and downregulated DEGs from LG/J versus BL6 comparison, used for GO process enrichment analysis, (e) representative GO processes of upregulated genes in LG/J versus BL6, (f) representative GO processes of downregulated genes in LG/J versus BL6. (g) Volcano plot, showing up‐ and downregulated DEGs from SM/J versus BL6 comparison. (h) Representative GO processes of upregulated genes in SM/J versus BL6. (i) Representative GO processes of downregulated genes in SM/J versus BL6. GO analysis was performed using PANTHER overrepresentation test, GO database annotation, binomial statistical test with FDR ≤ 0.05. Representative genes from select GO processes different between (j) LG/J versus BL6 and (k) SM/J versus BL/6

### 2.5 Comparison of aging BL6 and LG/J mice uncovers biological pathways that are independent and dependent on the strain background

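Nucleus pulposus RNA of 13 older mice was measured on the same type of array as at 6M. The labels give 7 BL6 and 6 LG/J mice at 23M, beside the 7 BL6 and 4 LG/J mice at 6M, whereas the legend of Fig. 5 gives 5 LG/J mice at each age. The methods give 4 females and 3 males for BL6 and list an LG/J group of 5 mice, 4 of them females, and 1 of 6 males. Both LG/J groups are given as 23M in that sentence. The mean level of 3 Y-linked genes, Eif2s3y, Kdm5d and Uty, was 3.44 ± 0.18 (SD, n = 4) on the LG/J arrays at 6M and 9.44 ± 0.20 (SD, n = 6) on those at 23M. In BL6 it was 6.06 ± 3.05 (SD, n = 7) at 6M and 6.39 ± 3.34 (SD, n = 7) at 23M. Sex and age are therefore confounded in LG/J and not in BL6. Where the Y-linked level is a covariate on these arrays, its slope comes almost wholly from BL6. Such a fit cannot separate sex from age in LG/J. The strain comparison at 23M is not balanced for sex either, with Y-linked levels of 9.18 to 9.75 in LG/J and of 3.39 to 10.12 in BL6. Both ages of a strain carry the same date in the array titles, so the age comparisons lie within 1 date and the strain comparison at 23M does not. The authors processed these arrays as those at 6M. The 24 arrays of BL6 and LG/J were fitted together with limma. Changes with age were called at an adjusted p under 0.05 without a fold threshold, as in the Venn diagrams of Fig. 5, and LG/J against BL6 at 23M with the 2-fold threshold as well. Whether an age effect differed between the strains was tested by their interaction. Of the camera calls on these arrays, those of MHC class II and of skin markers in BL6 and of apoptosis genes in LG/J and in the interaction held with an estimated correlation. The 4 LG/J arrays at 6M limit the precision.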

To explore the mechanisms characterizing disc aging and dystrophic mineralization in LG/J mice, we performed microarray analysis of NP tissues from 23M BL6 and LG/J mice and compared it to 6M data from respective strains. Lack of enough viable cells in SM/J NP precluded their analysis at 23M (Figure S3) (Choi et al., 2018). The transcriptomic profiles of each group clustered distinctly along principal components (Figure 5a). 

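Strain separated the arrays of both ages more than age did. LG/J kept the very low signal of Inmt, at 4.35 ± 0.21 (SD, n = 6) against 16.71 ± 0.40 (SD, n = 7) in BL6 at 23M. In LG/J Inmt was again not above the negative controls, and neither was Mtarc1 in BL6. Man2b1 stayed low with a log2 difference of -6.15 ± 0.10 and Mtarc1 stayed high with 7.51 ± 0.13 (n = 6 and 7), or at least 5.49 with the controls as a floor. The first principal component of the 24 arrays held 51.7% of the variance, the second 7.00% and the third 6.24%. BL6 had mean scores on the first component of -37.9 ± 2.94 at 6M and -38.0 ± 4.80 at 23M (SD, n = 7 each), and LG/J of 48.2 ± 3.16 (SD, n = 4) and 56.4 ± 3.28 (SD, n = 6). On the second component the BL6 means were 12.6 ± 19.5 at 6M and -12.3 ± 11.3 at 23M. The array nearest to each array over all genes had its own strain and age for 24 of 24 arrays. With all genes scaled to the same variance the first component held 33.8%.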

Analysis of DEGs with aging showed a limited overlap of 9.8% in upregulated and 15.8% in downregulated genes between strains. 

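An amino acid transporter rose with age in both strains and a gene of bone matrix fell in both. Slc38a5, a glutamine transporter, rose by 4.11 ± 0.37 in BL6 (adjusted p = 1.76e-07; n = 7 and 7) and by 4.95 ± 0.45 in LG/J (adjusted p = 2.78e-07; n = 6 and 4). Ibsp, the bone sialoprotein gene, changed by -2.91 ± 0.37 in BL6 and by -3.11 ± 0.45 in LG/J, where it was not above the negative controls at 23M. Insyn2b, an inhibitory synapse gene, changed by -1.52 ± 0.26 and -1.80 ± 0.31. With age 324 genes were called in BL6, 218 higher and 106 lower, and 473 in LG/J, 290 higher and 183 lower. Called genes that rose in both strains numbered 40 and those that fell in both 17, against 3.24 and 0.995 for independent lists. These are 8.55% of the 468 genes that rose in either strain and 6.25% of the 272 that fell in either. Only 1 gene that rose in BL6 fell in LG/J, and 5 that fell in BL6 rose in LG/J. Across all genes the age effects of the strains had a correlation of 0.131, and genes are not independent replicates. The age comparisons share no arrays. With the Y-linked level as a covariate 13 genes rose and 6 fell in both strains, and the call of Insyn2b in LG/J was lost, at -1.65 ± 0.41. Without LG/J 6M replicate 02 the shared genes were 26 and 11.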

To first explore the common aging‐related DEGs, we perform enrichment analysis of up‐ and downregulated genes that change in both LG/J and BL6 aging (23M versus 6M). The common upregulated DEGs showed an enrichment of inflammatory process, stress and cell differentiation (Figure 5c and Figure S4a‐b) while downregulation of common DEGs related to cell metabolism and cell division was noted (Figure 5e and Figure S4c). 

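Of the 57 genes that changed with age in both strains in the same direction, the largest rise in LG/J after the amino acid transporter Slc38a5 was that of Trf, the iron carrier transferrin, at 3.80 ± 0.44 (adjusted p = 1.18e-05; n = 6 and 4). Apod, a lipid carrier of stressed tissue, rose by 2.61 ± 0.33 in BL6, Prg4, the lubricin of joint surfaces, by 2.56 ± 0.47 and Serpina3n, an acute phase protease inhibitor, by 3.27 ± 0.63 (n = 7 and 7). Myrip, a myosin adaptor of secretory vesicles, fell by 1.22 ± 0.18 in BL6. As lists, MHC class II and antigen presentation genes passed in both strains. In BL6, 1 of 15 rose (8 when adjusted over the list alone), with a median of 0.38 (adjusted p = 4.35e-06 from camera, adjusted p = 0.0337 with an estimated correlation). In LG/J 2 rose (3 when adjusted over the list alone; adjusted p = 0.0418 from camera, adjusted p = 0.46 with an estimated correlation). The oxidative stress list leaned up in both, with 1 of 34 genes higher in BL6 and 4 in LG/J (2 in BL6 and, beside 2 lower, 10 in LG/J when adjusted over the list alone). Camera gave adjusted p = 0.0105 and 0.01, and adjusted p = 0.298 and 0.278 with an estimated correlation. The metallothioneins Mt2 and Mt1, which bind metals under stress, rose in LG/J by 3.33 ± 0.40 and 1.65 ± 0.20. Of 52 cell cycle and mitosis genes none was called in BL6 and 1 rose in LG/J (0 and 1 when adjusted over the list alone), with the abundant Cdk4 at 0.27 ± 0.11 and 0.20 ± 0.14 and no adjusted p under 0.05. As a list they leaned up in BL6 (adjusted p = 5.08e-05 from camera, adjusted p = 0.458 with an estimated correlation) and in LG/J (adjusted p = 0.0163 from camera, adjusted p = 0.762 with an estimated correlation). The call of this list in BL6 was lost with the granulocyte level as a covariate, where its median was 0.07, and that in LG/J without LG/J 6M replicate 03 or LG/J 23M replicate 10. That of the MHC class II list in LG/J was lost without any of 5 of its 10 arrays. The calls of Prg4 and Serpina3n were lost with the muscle level as a covariate, chosen after the data were seen, at 1.91 ± 0.64 and 2.62 ± 0.86, and that of Prg4 in a fit over all arrays as well.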

To study the crosstalk between the aging phenotype and transcriptomic progression specific to LG/J and BL6 mice, we individually analysed the aging pathways and DEGs in each of the strains. 

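Of 24 skeletal muscle markers, 12 rose with age in BL6 and none fell (20 when adjusted over the list alone), with a median of 1.12 (adjusted p = 3.48e-23 from camera, adjusted p = 0.127 with an estimated correlation). The troponin Tnnt3 rose by 3.09 ± 0.53 (adjusted p = 0.0012; n = 7 and 7), the actin Acta1 by 2.92 ± 0.62, the calcium pump Atp2a1 of muscle by 2.48 ± 0.52 and the calcium buffer Pvalb by 1.19 ± 0.28. The muscle marker level went from 5.37 ± 0.20 at 6M to 6.67 ± 0.95 at 23M (SD, n = 7 each). Of 74 oxidative phosphorylation genes 1 rose, Ndufv1 of complex I at 0.42 ± 0.09 (1 when adjusted over the list alone), and the median was 0.10 (adjusted p = 1.45e-05 from camera, adjusted p = 0.399 with an estimated correlation). Ddit4, a stress inhibitor of mTOR, rose by 3.58 ± 0.49 (adjusted p = 8.79e-05) and the carbonic anhydrase Car9 by 1.05 ± 0.20. In the list of glycolysis and hypoxia genes 3 of 34 were called (4 when adjusted over the list alone; adjusted p = 1.09e-05 from camera, adjusted p = 0.298 with an estimated correlation). Among 22 genes of blood circulation and vascular tone none was called in limma (0 when adjusted over the list alone; adjusted p = 0.142 from camera), with the smooth muscle genes Acta2 at 0.12 ± 0.47 and Tagln at 0.57 ± 0.48. No granulocyte marker of 26 was called (5 rose when adjusted over the list alone), although they leaned up as a set with a median of 0.80 (adjusted p = 1.44e-07 from camera, adjusted p = 0.399 with an estimated correlation).
Of 39 immediate early and MAPK feedback genes, 3 fell and 1 rose (14 and 1 when adjusted over the list alone), with a median of -0.88 (adjusted p = 2.45e-09 from camera, adjusted p = 0.298 with an estimated correlation). Fosb, a subunit of AP-1, fell by 3.38 ± 0.83 (adjusted p = 0.0304) and Dusp6, a phosphatase of ERK, changed by -2.78 ± 0.70 (adjusted p = 0.0377). Of 40 interferon response genes, 4 fell (6, beside 1 higher, when adjusted over the list alone; adjusted p = 0.00031 from camera, adjusted p = 0.298 with an estimated correlation), with the regulator Irf7 at -1.55 ± 0.30. Id3, an inhibitor of helix-loop-helix factors, changed by -2.31 ± 0.39 and Ptgs2, the inducible cyclooxygenase gene, by -1.54 ± 0.39. Of 46 cytokines and chemokines 1 fell and none rose (1 when adjusted over the list alone; adjusted p = 0.631 from camera). Skin markers were lower as a set, with none of 17 called (3 lower when adjusted over the list alone; adjusted p = 0.00047 from camera, adjusted p = 0.0198 with an estimated correlation), and their mean, 5.73 at 6M and 5.49 at 23M, lay below the negative controls at 6.01 and 5.89. Of 29 named genes that passed, 7 were lost when 1 array was left out, Fosb, Dusp6, Ptgs2 and Pvalb among them, and 6 of them without BL6 6M replicate 03. Dusp6 was also lost with the granulocyte level as a covariate, at -2.94 ± 0.79, and Ndufv1 in a fit over all arrays. With the muscle level as a covariate 12 of the 29 were lost, among them Fosb at -1.50 ± 1.03, Dusp6 at -1.44 ± 0.91, Ptgs2 at -0.80 ± 0.51, Irf7 at -1.45 ± 0.42, Car9 at 0.69 ± 0.27 and Ndufv1 at 0.38 ± 0.13, their median size going from 1.54 to 0.90 and their median standard error from 0.33 to 0.44, while over 312 called genes outside the muscle list the median size went from 0.73 to 0.67. At 6M Tnnt3, Acta1, Atp2a1 and Pvalb were not above the negative controls, and with these as a floor the rises are at least 2.93, 2.62, 1.85 and 0.75.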

Upregulated genes in old BL6 showed an enrichment of pathways related to blood circulation, ATP and oxidation–reduction processes, calcium ion homeostasis and inflammation response (Figure S5a‐b and d), whereas downregulated BL6 DEGs were enriched in immune response and regulation of gene expression (Figure S5c and e). LG/J‐specific aging DEGs (Figure S6a) were enriched for cell differentiation, response to stress, inflammation, cell death, cell cycle, phosphate metabolism and glucose homeostasis (Figure S6b and d). 

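Of 39 immediate early and MAPK feedback genes, 9 rose with age in LG/J and 1 fell (13 and 1 when adjusted over the list alone), with a median of 0.72 (adjusted p = 4.11e-09 from camera, adjusted p = 0.429 with an estimated correlation). Fos rose by 3.76 ± 0.85 (adjusted p = 0.0146; n = 6 and 4) and Zfp36, which destabilizes cytokine transcripts, by 3.67 ± 0.74 (adjusted p = 0.00537). The inflammatory cytokine Il6 rose by at least 1.26 with the negative controls as a floor (adjusted p = 0.0169 for the deposited values) and its receptor Il6ra by 1.06 ± 0.24. Among 46 cytokines and chemokines 3 rose (6 when adjusted over the list alone; adjusted p = 0.0335 from camera, adjusted p = 0.524 with an estimated correlation). Of 41 apoptosis genes only the inflammatory caspase Casp4 was called, at 1.14 ± 0.27 (1 when adjusted over the list alone), and the list was higher as a set (adjusted p = 0.00658 from camera, adjusted p = 0.0273 with an estimated correlation). Of 32 glucose homeostasis genes, 3 rose (5 when adjusted over the list alone; adjusted p = 0.0335 from camera, adjusted p = 0.278 with an estimated correlation), with the insulin signalling genes Pik3r1 at 1.36 ± 0.17, Foxo1 at 1.06 ± 0.25 and Insr at 0.57 ± 0.15. Of 35 endoplasmic reticulum stress genes 1 rose, Xbp1 at 0.60 ± 0.16 (2 when adjusted over the list alone; adjusted p = 0.00333 from camera, adjusted p = 0.454 with an estimated correlation). In the list of mineralization regulators, 1 of 27 genes rose and 1 fell (1 and 2 when adjusted over the list alone), the latter being Galnt3, which protects the phosphate hormone FGF23, at -1.66 ± 0.39. The Y-linked genes Eif2s3y and Uty rose by at least 4.72 and 4.89 with the same floor. At 6M Il6, Eif2s3y and Uty were not above the negative controls. With the Y-linked level as a covariate 19 of 36 named genes that passed were lost. Among them were Fos at 3.59 ± 1.12, Zfp36 at 3.61 ± 0.97, Il6ra at 0.57 ± 0.28, Casp4 at 0.85 ± 0.35, Foxo1 at 1.203 ± 0.324, Insr at 0.65 ± 0.20, Xbp1 at 0.56 ± 0.21 and Galnt3 at -1.203 ± 0.494. Il6 was lost too, at 2.26 ± 0.80 against 2.65 ± 0.61 without the covariate. Fos, Zfp36, Foxo1, Insr and Xbp1 kept sizes near those above, while Il6ra, Casp4 and Galnt3 were smaller. The slope of this covariate comes almost wholly from BL6, since the Y-linked level barely varied within an age of LG/J. Which sizes were kept therefore does not separate sex from age in LG/J. The median size of the 19 went from 1.66 to 0.85 and their median standard error from 0.31 to 0.35. These medians include Gm20865, which went from 3.26 to -0.09, and Gm21943, which went from 3.23 to 0.08. The cytokine and endoplasmic reticulum lists no longer passed in that fit. Without LG/J 6M replicate 02 the calls of 13 of the 36 were lost, those of Fos, Il6, Foxo1, Insr, Xbp1, Eif2s3y and Uty included, and those of Casp4, Il6ra and Galnt3 were lost without LG/J 6M replicate 04. The glucose list no longer passed after quantile normalization, with array weights or without any of 4 of its 10 arrays.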

While downregulated LG/J DEGs enriched into DNA repair, cell cycle and immune response‐related processes. 

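Chad, a leucine-rich protein that binds collagen, changed with age in LG/J by -2.71 ± 0.58 (adjusted p = 0.00941; n = 6 and 4), Vcan, the large proteoglycan versican, by -2.23 ± 0.43 (adjusted p = 0.0042) and Cilp by -2.53 ± 0.59. Of 31 cartilage and disc proteoglycans and glycoproteins, 5 fell and 1 rose (6 and 2 when adjusted over the list alone; adjusted p = 0.0257 from camera, adjusted p = 0.571 with an estimated correlation). Slit3, a guidance molecule, changed by -1.77 ± 0.18, and Septin6, a cytoskeletal GTPase, by -1.84 ± 0.20 (adjusted p = 3e-06). Of 56 DNA repair genes none was called in limma (0 when adjusted over the list alone; adjusted p = 0.292 from camera), with the abundant Ddb1 at -0.29 ± 0.10. None of the granulocyte markers rose and 1 of 26 fell (1 and 1 when adjusted over the list alone; adjusted p = 0.925 from camera). Their mean, 5.12 at 6M and 5.31 at 23M, lay below the negative controls at 5.88 and 5.86, so a change could be missed. None of 40 interferon genes was called (0 when adjusted over the list alone; adjusted p = 0.893 from camera). At an unadjusted p under 0.05, 1437 genes of all tested were lower with age in LG/J. The calls of Chad, Vcan and Cilp were lost in a fit over all arrays, and those of Chad and Cilp without LG/J 6M replicate 03 or 04. That of Cilp was also lost in a fit of the groups compared and with the Y-linked level as a covariate, at -2.85 ± 0.78, and that of the proteoglycan list in a fit over all arrays and without LG/J 6M replicate 03 or LG/J 23M replicate 09.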

We then explored how LG/J differed from BL6 at 23M, (Figure 5f) and found that upregulated DEGs were enriched for phosphate metabolism, cell differentiation, response to stress, cell death, inflammation response, wound healing, matrix organization and osteoblast differentiation (Figure 5g). Similarly, downregulated DEGs were associated with immune response, cell–cell adhesion, inflammation and leucocyte migration (Figure 5h). Specifically, among enriched pathways, endochondral bone‐related DEGs showed increased levels of BMP6, Tgfb2, Runx2, Fgf2 and Postn, but a decrease in Sp7, Bglap Alpl and Col10a1 (Figure 5i and Figure S7d‐f). 

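At 23M, Timp1 was higher in LG/J than in BL6 by 3.43 ± 0.31 (adjusted p = 1.7e-09; n = 6 and 7), Plat by 3.15 ± 0.21 and the growth factor gene Pdgfa by 1.57 ± 0.12. Of 30 wound healing and coagulation genes, 8 were higher and 2 lower (8 and 2 when adjusted over the list alone), with a median of 0.63 (adjusted p = 0.00207 from camera, adjusted p = 0.222 with an estimated correlation). Adamts12 was higher by 2.36 ± 0.21, and of 33 matrix proteases and inhibitors 4 were higher and 3 lower (4 and 3 when adjusted over the list alone; adjusted p = 0.0427 from camera, adjusted p = 0.222 with an estimated correlation). Of 29 collagen genes, 6 were higher and 4 lower (6 and 4 when adjusted over the list alone), with Col5a1 at 1.82 ± 0.19, and their median of 0.06 and mean of -0.06 differed in sign. Of 39 immediate early and MAPK feedback genes, 19 were higher and 1 lower (19 and 1 when adjusted over the list alone), with a median of 1.04 (adjusted p = 3.33e-05 from camera, adjusted p = 0.62 with an estimated correlation). Zfp36 was higher by 3.09 ± 0.63 and the nuclear receptor Nr4a1 by 3.06 ± 0.89. Of 19 osteoblast and osteocyte markers 3 were lower and none was higher (3 when adjusted over the list alone; adjusted p = 0.141 from camera). Between LG/J and BL6 at 23M, 1849 genes were called, 628 higher and 1221 lower in LG/J. Higher genes were 33.96% of those called, 53.6% after median centring and 43.6% after quantile normalization, and the median over all genes moved from -0.12 to 0.05 and 0.02. The matrix protease list no longer passed with the granulocyte or the Y-linked level as a covariate, after median centring, after quantile normalization or in a fit over all arrays. The calls of Zfp36 and Nr4a1 were lost with the muscle level as a covariate, chosen after the data were seen, at 1.73 ± 0.78 and 1.15 ± 1.10.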

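Neutrophil genes were lower in LG/J than in BL6 at 23M. Retnlg, a secreted protein of neutrophils, was lower by -6.41 ± 0.77 (adjusted p = 1.88e-07; n = 6 and 7) and Ngp by -8.52 ± 0.94. Of 26 granulocyte markers, 21 were lower and none was higher (21 when adjusted over the list alone), with a median of -1.79 (adjusted p = 1.87e-08 from camera, adjusted p = 0.404 with an estimated correlation). Of 24 macrophage and monocyte markers, 8 were lower and 2 higher (8 and 2 when adjusted over the list alone), without passing as a set (adjusted p = 0.0854 from camera) and with a mean below the negative controls in both strains, and the mannose receptor Mrc1 was at -2.13 ± 0.24. Of 40 interferon response genes, 13 were lower and none was higher (13 when adjusted over the list alone; adjusted p = 0.00102 from camera, adjusted p = 0.402 with an estimated correlation), with Gbp7 at -3.96 ± 0.16. The cadherins of cell contacts Dsc3 and Cdh19 were lower by -4.08 ± 0.14 and -2.63 ± 0.27. Markers of other tissues fell on the same side. Of 18 erythroid markers 7 were lower and 1 higher (7 and 1 when adjusted over the list alone), with Car2 at -3.69 ± 0.23, and of 24 skeletal muscle markers 12 were lower and none was higher (13 when adjusted over the list alone), with Myh4 at -3.46 ± 0.61. Camera gave adjusted p = 0.00194 for both, and adjusted p = 0.404 and 0.667 with an estimated correlation. Of 120 named genes that passed, 38 were lost with the granulocyte level as a covariate, their median size going from 1.09 to 0.59 and their median standard error from 0.23 to 0.39. In that fit the erythroid list no longer passed, and Lyz2, a lysozyme gene, turned from -4.50 ± 0.74 to 0.99. In LG/J Retnlg, Ngp, Mrc1, Cdh19, Myh4 and Lyz2 were not above the negative controls. With these as a floor their differences are at least -4.90, -7.37, -1.52, -1.53, -1.87 and -3.95 in size.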

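Bmp6, a growth factor of endochondral bone, was higher in LG/J than in BL6 at 23M by 2.05 ± 0.26 (adjusted p = 5.28e-07; n = 6 and 7), Tgfb2 by 2.00 ± 0.26 (adjusted p = 5.37e-07) and Fgf2 by 0.81 ± 0.16 (adjusted p = 0.000117). Postn, a matrix protein of periosteum, did not pass at 0.60 ± 0.27 (adjusted p = 0.0682), and Runx2 is not among the genes tested here. Col10a1 had a mean level of 5.51 ± 1.10 (SD, n = 6) in LG/J, below the negative controls at 5.86, and of 8.25 ± 1.21 (SD, n = 7) in BL6. With the controls as a floor its log2 difference is at least -2.40 in size (adjusted p = 0.000285 for the deposited values). The phosphatase Alpl, needed for mineral deposition, the osteoblast factor Sp7 and the osteocalcin gene Bglap were not above the negative controls in either strain, and no difference is given for them. Ibsp, the bone sialoprotein gene, was lower by -4.34 ± 0.39, and it was not above the negative controls in LG/J. Of 16 hypertrophic chondrocyte markers, 7 were lower and 2 higher (7 and 2 when adjusted over the list alone; adjusted p = 0.538 from camera). Of 41 genes of transforming growth factor and BMP signalling, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone; adjusted p = 0.0427 from camera, adjusted p = 0.222 with an estimated correlation). The 24 genes measured of those in Fig. 5i or named beside it were picked on these samples and are not independent evidence, and 3 of them were higher and 5 lower (3 and 5 when adjusted over the list alone). The list of transforming growth factor and BMP signalling no longer passed with the granulocyte or the Y-linked level as a covariate, after median centring, after quantile normalization or in a fit over all arrays. Fgf2 no longer passed with the granulocyte level, at 0.48 ± 0.29, and the call of Col10a1 was lost with the muscle level as a covariate, chosen after the data were seen, at -1.65 ± 0.72.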

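Mapk4, an atypical MAP kinase, was higher in LG/J than in BL6 at 23M by 3.81 ± 0.20 (adjusted p = 3.66e-14; n = 6 and 7), and it had differed at 6M by 3.83 ± 0.31. In BL6 Mapk4 was not above the negative controls at either age, and with these as a floor the differences are at least 2.09 and 1.66. Dusp6 was higher by 3.29 ± 0.73 (adjusted p = 0.000552), Fosb by 2.61 ± 0.86 (adjusted p = 0.0135) and Fos by 2.11 ± 0.73 (adjusted p = 0.0184). The executioner caspase Casp6 was higher by 0.93 ± 0.15 and the NF-kappa B subunit Rela by 0.59 ± 0.14, both below the 2-fold threshold. Casp4 did not pass at 0.28 ± 0.24 (adjusted p = 0.338). The survival gene Bcl2 was higher by 0.54 ± 0.19 (adjusted p = 0.0182), and Bcl2l11, its killer relative, did not pass at -0.30 ± 0.16 (adjusted p = 0.122). The death receptor gene Tnfrsf10b was higher by 1.10 ± 0.14 and the survival gene Mcl1 by 1.12 ± 0.34. Of 41 apoptosis genes, 2 were higher and 1 lower (2 and 1 when adjusted over the list alone; adjusted p = 0.627 from camera). The 22 genes measured of those in Fig. 5j or named beside it were picked on these samples and are not independent evidence, and 9 of them were higher and none was lower (9 when adjusted over the list alone). Fosb went from 15.56 ± 1.39 to 12.18 ± 1.95 with age in BL6 (SD, n = 7 each) and from 11.90 ± 2.30 (SD, n = 4) to 14.79 ± 1.51 (SD, n = 6) in LG/J, and its age effect differed between the strains by 6.27 ± 1.30 (adjusted p = 0.0218). This call was lost with the Y-linked level as a covariate, at 5.60 ± 1.52, with the muscle level, at 4.80 ± 1.29, and without LG/J 6M replicate 01 or 02. At 23M, with the muscle level as a covariate, chosen after the data were seen, Dusp6, Fosb, Fos, Mcl1 and Bcl2 no longer passed, at 1.93 ± 0.93, 0.70 ± 1.05, 1.03 ± 0.97, 0.29 ± 0.40 and 0.59 ± 0.26. With the granulocyte level Dusp6, Fosb, Casp6, Rela and Bcl2 no longer passed, at 3.82 ± 1.38, 4.18 ± 1.59, 0.69 ± 0.28, 0.46 ± 0.26 and 0.44 ± 0.36. With the Y-linked level Fosb and Bcl2 did not, at 2.25 ± 0.96 and 0.46 ± 0.21, Fos did not with the array number as a replicate block, and Bcl2 did not without LG/J 23M replicate 11.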

Related to cell death, LG/J showed increased expression of Mapk4, Dusp6, Fosb, Fos, Casp6, Casp4 and Rela and decreased Bcl2 (Figure 5j and Figure S7c). 

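Aprt, a purine salvage enzyme that releases pyrophosphate, was higher in LG/J than in BL6 at 23M by 1.89 ± 0.15 (adjusted p = 1.63e-10; n = 6 and 7), Scp2, a lipid carrier, by 1.02 ± 0.14 and Gpd1, a glycerol phosphate dehydrogenase, by 1.03 ± 0.19. The phosphatase genes Ptpn9 and Ptprj were higher by 1.31 ± 0.12 and 1.36 ± 0.18. Ncs1, a neuronal calcium sensor, was higher by 1.05 ± 0.16, and Mcu, the mitochondrial calcium channel, by 0.58 ± 0.15 without reaching 2-fold. S100a8 was lower by -6.74 ± 0.84 (adjusted p = 2.89e-07) and S100a9 by -5.16 ± 0.81. Anxa1, a calcium-dependent membrane protein, was lower by -1.76 ± 0.12 and Smoc1, a calcium-binding matrix protein, by -2.20 ± 0.18. Of 35 S100 and calcium-binding proteins, 7 were lower and 2 higher (7 and 2 when adjusted over the list alone), with a median of 0.05, a mean of -0.45 and a direction of up from camera (adjusted p = 0.914). Of 27 genes of mineralization, phosphate and pyrophosphate, 3 were lower and none was higher (3 when adjusted over the list alone; adjusted p = 0.354 from camera). The genes of Fig. 5k were picked on these samples and are not independent evidence. Of its 12 phosphate genes 6 were higher and none was lower (6 when adjusted over the list alone), and of its 9 calcium genes 2 were higher and 4 lower (2 and 4 when adjusted over the list alone). The calcium-binding genes S100a8 and S100a9 are also granulocyte markers. With the granulocyte level as a covariate the call of Mcu was lost, at 0.60 ± 0.29.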

We also found increased expression of several key genes related to phosphate/calcium homeostasis and decreased expression of those involved in calcium binding (Figure 5k and Figure S7f). These results suggest that although the strains showed some commonality during aging, strain‐dependent biological processes have a higher contribution to the transcriptomic signature of aged NP cells.

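The age effect of Egr1, a growth-induced transcription factor, was higher in LG/J than in BL6 by 4.29 ± 0.76 (adjusted p = 0.00478; n = 7 and 7 BL6, 6 and 4 LG/J) and that of Ier2 by 4.62 ± 0.75 (adjusted p = 0.00278). Of 39 immediate early and MAPK feedback genes, 7 differed upward and none downward (22 and 1 when adjusted over the list alone), with a median of 1.61 (adjusted p = 1.83e-20 from camera, adjusted p = 0.15 with an estimated correlation). Col10a1 differed by -4.42 ± 0.86 (adjusted p = 0.0133), so that this collagen of hypertrophic cartilage went down in LG/J relative to BL6, with a mean below the negative controls in LG/J at 23M. Of 24 skeletal muscle markers none differed in limma (1 lower when adjusted over the list alone), with a median of -0.93 (adjusted p = 2.48e-08 from camera, adjusted p = 0.47 with an estimated correlation). Of 41 apoptosis genes none differed in limma (0 when adjusted over the list alone), with a median of 0.12, and this list alone held with an estimated correlation among 13 called by camera (adjusted p = 0.00429 from camera, adjusted p = 0.0301 with an estimated correlation). In total 83 genes had an age effect that differed between the strains, 56 upward and 27 downward in LG/J, and 2262 did so at an unadjusted p under 0.05. Without LG/J 6M replicate 02 there were 44 such genes, and without BL6 23M replicate 12 there were 134. With the Y-linked level as a covariate 43 genes differed and 9 of 16 named genes were lost, Egr1 at 3.94 ± 0.89 among them. With the muscle level, chosen after the data were seen, 44 genes differed and 9 of the 16 were lost, Col10a1 at -3.58 ± 0.88 among them. From its results on aging, the paper proposes that the strains have some changes in common but that processes that depend on the strain contribute more to the transcripts of aged nucleus pulposus cells.

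**Figure D4:**
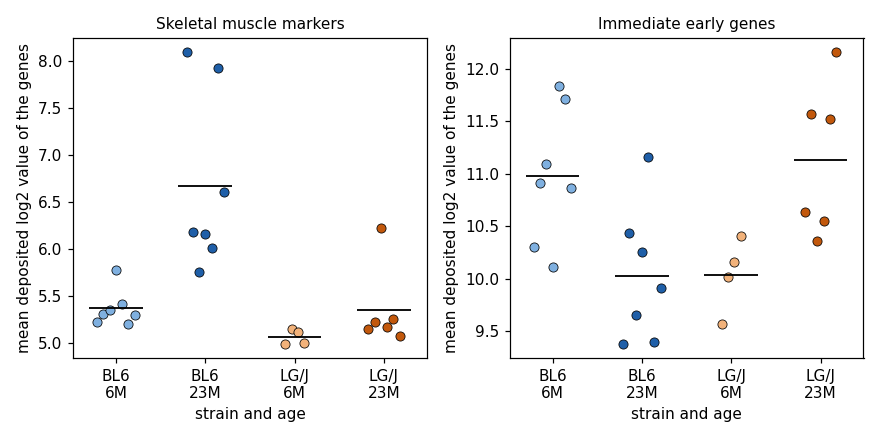
Mean deposited log2 value of 24 skeletal muscle markers (left) and 39 immediate early and MAPK feedback genes (right) on each array of BL6 and LG/J, by age. Points are mice and lines are group means. The immediate early mean goes from 10.98 to 10.03 in BL6 and from 10.04 to 11.13 in LG/J.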

**FIGURE 5:**
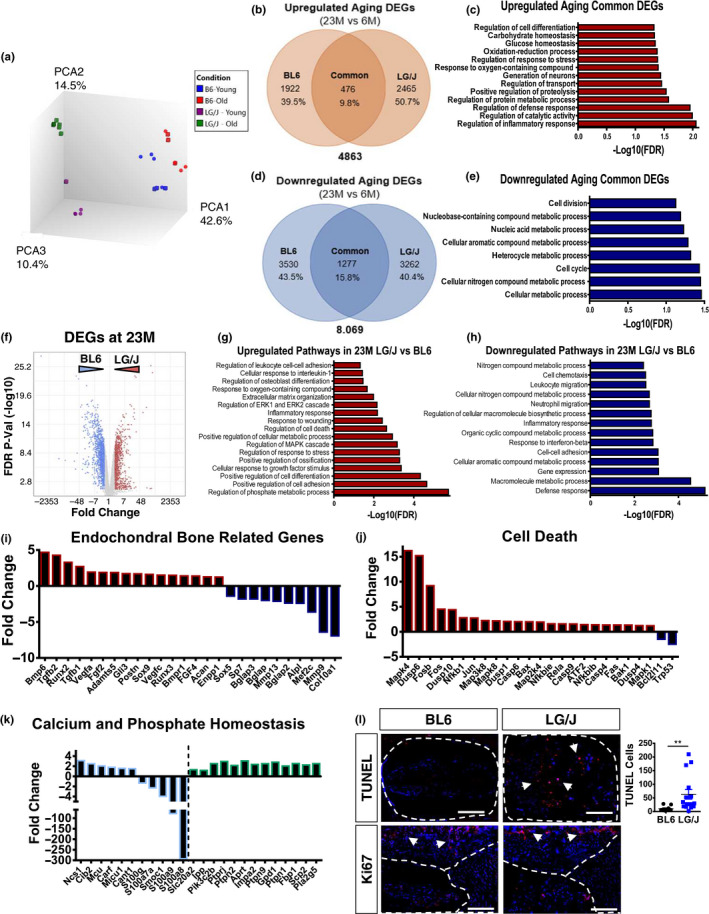
BL6 and LG/J mice comparison uncovers biological pathways that are independent and dependent on the strain background. (a) Transcriptomic profiles of 6M BL6 (*n* = 7), 23M BL6 (*n* = 7), 6M LG/J (*n* = 5) and 23M LG/J (*n* = 5) clustered distinctly along principal components. (b) Venn diagram of upregulated DEGs from BL6 23M versus 6M and LG/J 23M versus 6M, FDR ≤ 0.05. (c) Representative GO processes of the common upregulated genes between BL6 23M versus 6M and LG/J 23M versus 6M. (d) Venn diagram of downregulated DEGs from BL6 23M versus 6M and LG/J 23M versus 6M, FDR ≤ 0.05. (e) Representative GO processes of the common downregulated genes between BL6 23M versus 6M and LG/J 23M versus 6M. (f) Volcano plot of DEGs from LG/J 23M versus BL6 23M, used for GO Process enrichment analysis, Fold Change > 2, FDR ≤ 0.05. (g) Representative GO processes of upregulated genes in LG/J 23M versus BL6 23M. (h) Representative GO processes of downregulated genes in LG/J 23M versus BL6 23M. (i‐k) Representative DEGs from selected GO processes from 23 M LG/J versus 23M BL6. (l) TUNEL (arrows) and Ki67 staining of 23M LG/J and BL6 discs. *t* test or Mann–Whitney test was used as appropriate. *n* = 6 mice/strain were analysed

### 2.6 LG/J shows increased cell death without changes in NP marker expression

We performed TUNEL assay to investigate whether there was increased cell death in aged LG/J mice. There were increased number of TUNEL‐positive cells in LG/J mice with a concomitant decrease in survival molecule p21 (Novais et al., 2019), and little change in Ki67 levels. Despite increased cell death, the total number of cells in NP was comparable between LG/J and BL6 (Figure 5l and Figure S7a‐b). Levels of NP markers CA3 and GLUT1 were similar between the two strains but a complete absence of staining was seen in SM/J (Choi, 2018) (Figure S7a).

### 2.7 Inbred strain comparison shows differential effects of aging on vertebral bone parameters

Previous report suggested that LG/J mice have superior bone quality parameters compared to SM/J and BL6 mice (Sabsovich, 2008). To assess the impact of aging on vertebral health, we compared the bone morphology in the caudal spine of 3 strains using μCT (Figure S1a). Although significant changes in the vertebral height were found between the strains, the disc height index (DHI) was comparable at 23M (Figure S1b). There was reduction in trabecular bone parameters in LG/J and SM/J compared to BL6 at 23M, with decrease in BV/TV, trabecular thickness, and number with an increase in trabecular spacing (Figure S1c‐d). Cortical bone analysis showed higher bone volume, thickness, closed porosity and mean polar inertia in LG/J mice compared to both BL6 and SM/J. Additionally, SM/J presented a decrease in cross‐sectional thickness along with an increase in closed porosity compared to BL6 and LG/J mice (Figure S1e‐f). Together, μCT analysis showed that although there were small differences among the strains at 6M, by 23M, the aged SM/J mice evidenced the lowest values for parameters defining vertebral bone composition, whereas LG/J mice showed lower values of trabecular bone than BL6 but thicker and more resistant cortical bone than the two strains.

### 2.8 Degenerated human discs show distinct transcriptomic profiles and enriched biological pathways found in aging mouse strains

To understand the relationship between mouse models and human pathology, we re‐analysed microarray data set of healthy and degenerated human NP tissues from a previous study by Kazezian et al. (2015) (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70362). Interestingly, the transcriptomic profiles of healthy versus degenerated discs did not cluster distinctly according to standard histological grades of degeneration (Figure 6a). Therefore, using a hierarchical clustering of transcriptomes of all the available healthy (grade 1 and 2—in blue) and degenerated (grades 3, 4 and 5—in red) NP samples, with a cut‐off of dissimilarity < 0.5 (Euclidean distance), we categorized the samples into 7 degenerative groups—red boxes, and 3 healthy groups—green boxes (Figure 6b). From these groups, we compared the cluster A (healthy cluster with most samples—5) to the remaining 7 degenerative clusters. This new analysis showed that each cluster organized together along the principal components (Figure 6c). To further explore the differences and similarities of gene expression from these cluster comparisons, we performed enrichment biological processes analysis of both upregulated and downregulated DEGs. Due to the divergent transcriptome signature of each degenerative cluster, we found that while some enriched pathways were similar, each cluster also presented unique enriched pathways (Figure 6d‐G and Figure S8). Moreover, not all the clusters showed enrichment of up‐ and downregulated DEGs in biological pathways. Interestingly, similar to LG/J mice, clusters 1 and 7 presented upregulated DEGs enriched for response to stress, wound healing, cell death, endochondral bone and inflammation pathways (Figure 6d‐e). While downregulated DEGs from cluster 1 were enriched for nitrogen metabolic process, cilium organization and assembly and G protein‐coupled receptor signalling pathway, cluster 7 shown altered mitochondria homeostasis, cell division, phosphorous metabolism and extracellular matrix organization (Figure 6f.g). We found that genes that changed in aged LG/J (vs. BL6) such as TGFb1, TGFb2, Runx2, Adamts5, Postn, Dusp4, Casp4 and Casp6 were present in both clusters 1 and 7 (Figure 6h). Lastly, we performed enrichment analysis on DEGs from comparisons of remaining degenerative clusters with cluster A (Figure 6i). By analysing the upregulated DEGs, we found that cell death was found in 4 different clusters; cell differentiation, angiogenesis and response to stress in 3; inflammation and response to oxygen in 2 clusters; regulation of macrophages and phosphorus in 1(Figure 6d‐e and Figure S8), whereas downregulated DEGs were enriched for nitrogen metabolism in 4 clusters; mitochondria homeostasis/respiration, cell division and ion/intracellular transport in 3; cell adhesion, DNA repair/telomere organization, cilium organization and NADH dehydrogenases regulation in 2 clusters; extracellular matrix and phosphorous metabolism in 1 (Figure 6f‐g and Figure S8). These results suggested that disc degeneration is not a uniform molecular process; but, similar to wide spectrum of degenerative morphological phenotypes (Cheung et al., 2009), it is underscored by multiple molecular signatures.

**FIGURE 6:**
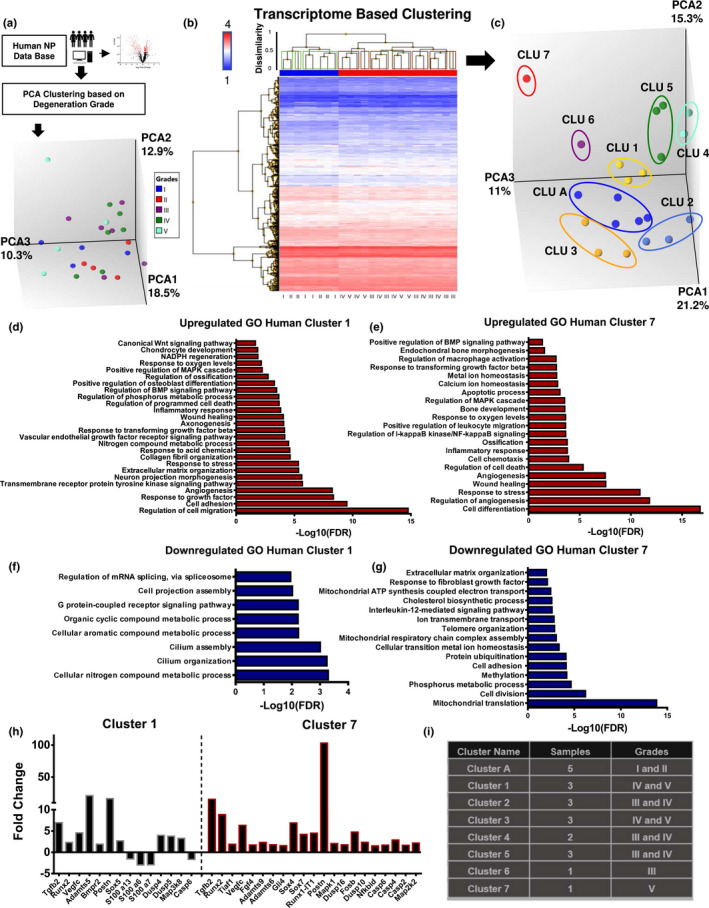
Degenerated human discs show distinct transcriptomic profiles and cluster 1 and 7 present similar enriched pathways with LG/J 23M. (a) Schematic showing PCA clustering of http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70362 deposited microarray data based on histological grades (b) Hierarchical clustering of DEGs, *p* ≤ .05, showed 7 degenerative groups—red boxes, and 3 healthy groups—green boxes, with dissimilarly < 0.5 cut‐off Euclidean distance. (c) PCA of clusters obtained in (B). (d) Representative GO processes of upregulated genes between cluster 1 (degenerated) and cluster A (healthy), FDR ≤ 0.1. (e) Representative GO processes of upregulated genes between cluster 7 (degenerated) and cluster A (healthy), FDR ≤ 0.1 (f) Representative GO processes of downregulated genes between cluster 1 and cluster A FDR ≤ 0.1. (g) Representative GO processes of downregulated genes between cluster 7 and cluster A, FDR ≤ 0.1 (h) Representative DEGs in comparisons from cluster 1 versus cluster A and cluster 7 versus cluster A (i) Representative table of the cluster details used for enrichment analysis

## 3 DISCUSSION

While disc degeneration is complex and thought to have contributions from a multiple factors, aging is considered one of the major risk factors (Novais et al., 2019; Ohnishi et al., 2018). Human disc degeneration has diverse phenotypes ranging from loss of disc height, herniations and disc calcification (Cheung et al., 2009); however, the contribution of genetic background to these aging phenotypes is not well understood. Commonly used animal models with disc injury or genetic modifications have recapitulated some of these phenotypes, but do not provide insights why aging has such a wide spectrum of disc degeneration outcomes (Choi et al., 2018; Novais et al., 2019). In this study, we show that the disc aging phenotype is dependent on the strain background in mice. While BL6 and SM/J mice present with a mild to fibrotic degeneration, respectively, LG/J mice, recapitulate several aspects of human age‐dependent disc calcification and evidence aging transcriptomic changes that are both dependent and independent of the strain background.

BL6 mice are considered gold‐standard model for aging studies and are widely used to characterize the aging of the spine (Novais et al., 2019; Ohnishi et al., 2018). It is well known that human disc aging and degeneration comprises a wide spectrum of phenotypes, many of which are not recapitulated in the BL6 model, that is disc calcification (Chanchairujira et al., 2007; Cheung et al., 2009). Interestingly, μCT analysis of LG/J mice showed ~80% prevalence of disc calcification in the caudal spine of old mice. Histological studies showed that this calcification was widespread and affected both the NP and AF. Additionally, presence of high concentration of free calcium not associated with a mineralization nodules and matrix proteins suggested its dystrophic nature. While studies of single gene knockouts affecting PPi metabolism showed ectopic mineralization of the AF and adjacent ligaments (Warraich et al., 2013; Zhang et al., 2016) LG/J mice recapitulated age‐dependent disc calcification that affected both the NP and AF similar to elderly humans (Chanchairujira et al., 2007). Studies have also shown a causal relationship between systemic activity of TNAP that degrades PPi into Pi and ectopic calcification of soft tissues (Ziegler et al., 2017). Interestingly, blood analysis showed that several mineral metabolism markers including free Ca^2+^ and phosphorous were not affected by the strain background. While TNAP levels increased with aging in LG/J mice so did they in SM/J mice which also showed decreased levels of fetuin, a known inhibitor of ectopic calcification (Schäfer et al., 2003). Despite these differences in TNAP and fetuin, SM/J mice did not evidence disc mineralization suggesting that systemic mineral metabolism had little effect on the intradiscal mineralization. Importantly, a previous study showed that LG/J mice despite having higher articular cartilage healing potential, evidenced increased susceptibility to synovial and meniscus calcifications following knee trauma (Rai, Schmidt, Hashimoto, Cheverud, & Sandell, 2015). Our results are in line with these findings that stressors like trauma and aging may promote mineralization in LG/J mice. Moreover, there was a higher incidence of calcification at Ca6‐7, Ca7‐8 and Ca8‐9, whether increased mechanical/loading stress at these levels could be a contributing factor remains to be seen. Additionally, our results clearly showed that unlike caudal discs, lumbar discs of LG/J mice do not show calcification underscoring the importance of anatomic location, and consequently local mechanical environment, in predisposition to a degenerative phenotype (Teraguchi et al., 2014).

BL6, LG/J and SM/J discs showed different tissue and cellular organization with aging. Interestingly, BL6 caudal discs showed little increase in degeneration grades with aging as reported for lumbar and cervical spine (Ohnishi et al., 2018). This is not surprising as in humans, prevalence of disc degeneration is higher at lumbar L5/S1 and cervical C5/C6 than the other levels, suggesting that factors such as the local mechanical environment could play an important role in increasing the susceptibility to degeneration (Teraguchi et al., 2014). While SM/J mice presented higher grades of degeneration at 6M (Choi et al., 2018), they showed progressive changes with an increase in NP fibrosis. This was not unexpected since at 17 week, SM/J mice were shown to have fewer NP cells, and those remaining exhibited a hypertrophic chondrocyte‐like phenotype responsible for secretion of collagenous fibrotic matrix (Choi et al., 2018). While most hypertrophic cells in NP did not survive at 23M, early changes in cell fate supports an overall decrease in aggrecan content (Choi et al., 2018). We also observed an accumulation of ARGXX neoepitope in the AF of old SM/J suggesting increased aggrecanase activity Sivan, Wachtel, & Roughley, 2014), whereas at 6M, LG/J mice showed only a small increase in disc degeneration compared to BL6; however, the divergence was more pronounced with aging. Likewise, despite comparable grades of degeneration to SM/J at 23M, the LG/J phenotype was completely distinct in terms of matrix dynamics and mineralization. Previous studies have established a relationship between increased fibrosis, elevated matrix degradation and decreased aggrecan content with increased intervertebral disc stiffness and loss of mechanical properties (Choi et al., 2018) underscoring plausible functional differences between these strains. These results suggested a strong reliance of age‐dependent disease progression and phenotypic presentation on the genetic background.

Animal studies have largely overlooked the contribution of genetic background on disc aging phenotypes (Gorth, Shapiro, & Risbud, 2019; Novais et al., 2019; Tessier, Tran, Ottone, & Novais, 2019). This is important since previous studies with twins’ cohorts have reported a strong correlation between familiar aggregation and disc degeneration (Battié, 2009; Munir et al., 2018). Along with the higher grades of disc degeneration seen in SM/J at 6M, they differed the most in terms of gene expression compared to BL6 and LG/J. This suggested that severity and rate of progression of morphological changes were reflected in magnitude of changes at transcriptomic levels. Interestingly the genes and pathways that altered in SM/J such as cell differentiation, cell death, ion and proton transport and metabolic processes supported previous observations in this model (Choi et al., 2018). Surprisingly, although we found common DEGs between BL6 and LG/J with aging, most of them were divergent between the strains. Alterations in genes that are associated with inflammatory processes, response to stress, cell differentiation, cell metabolism and cell division were shared. Recent aging studies supports the importance of inflammation and metalloproteases secretion (Novais et al., 2019; Tessier et al., 2019), cell differentiation (Mohanty, Pinelli, Pricop, Albert, & Dahia, 2019) and cell cycle (Novais et al., 2019; Patil et al., 2019) in disc health. Moreover, comparison of altered pathways in LG/J aging with changes seen between old LG/J versus BL6, suggested that 23M LG/J mice evidence similar changes in cell differentiation/ossification, inflammation, cell death, phosphate metabolism along with altered DNA repair and immune response‐related processes. While enrichment analysis could not establish causality, they showed a strong association with observed phenotype providing plausible insights into mechanistic underpinning of the intradiscal calcification. Supporting the contribution of cell death and elevated free local calcium and phosphate to soft tissue mineralization, previous studies have shown linked increased tissue cell death to dystrophic calcification (Priante et al., 2019). While resident cells in old LG/J mice expressed NP markers, GLUT‐1 and CA3, they also increased expression of endochondral genes BMP6, Tgfb2, Runx2, Fgf2 and Postn with a concomitant decrease in terminal osteoblastic differentiation markers Sp7, Bglap and Alpl. Despite the absence of lineage tracing, results suggested the possibility that the resident‐NP cells in old LG/J were not true osteoblasts. This idea is supported by a study that showed limited osteoblast‐like characteristics by smooth muscle cells in the context of ectopic arterial calcification (Patel et al., 2019). Concerning increase in macrophage markers CD14, CD68 and CD163, studies have shown a strong link between macrophage activation with dystrophic calcification (Chen et al., 2016) and bone healing (Vi et al., 2015). Noteworthy, our recent results showed that NP cells possess immune cell‐like properties and process extracellular antigens (Gorth, Shapiro, et al., 2019).

Histological analysis of human tissues have described various morphological features: disc fibrosis with acellularity, annular clefts, neovascularization, sclerosis of the subchondral bone; ectopic calcification of the endplate and/or the disc itself; herniation with increased senescent cells (Roberts, Evans, Trivedi, & Menage, 2006). However, the contribution of these abnormalities in the etiopathogenesis of disc disorders as well as their actual cause—whether genetic predisposition, tissues response or altered mechanical environment—is not clear. To elucidate the genetic signatures of these phenotypes, we analysed the transcriptomic profiles of nondegenerated and degenerated human discs. Our analysis resulted in 7 distinct clusters of disc degeneration with unique molecular pathways. We found that several altered pathways in 6‐month‐old SM/J mice were represented in several human degenerated clusters: upregulation of cell death in 4 different clusters; cell differentiation, and response to stress in 3; and changes in metabolism and ion/intracellular transport in 3 clusters. In addition, inflammation and immune processes altered during BL6 aging were seen in some human clusters. Importantly, disc calcification is shown to be present in about ~6% of degenerated human discs (Chanchairujira et al., 2007). Interestingly, similar to enriched pathways in old LG/J mice, we found two of the human clusters showed enrichment of genes in pathways concerning response to stress, wound healing, cell death, endochondral bone, inflammation, cell division, phosphorous metabolism and extracellular matrix organization. These similarities support the hypothesis that common molecular pathways underscore disc degeneration in mice and humans. In conclusion, by analysing the aging NP signature in inbred mouse strains, as well as uncovering distinct transcriptomic profiles of human disc degeneration, our studies shed light on the wide spectrum of disorders presented in degenerative disc disease. Importantly, this study clearly demonstrated how genetic background can promote specific morphological phenotypes in the disc and highlights the utility of LG/J mice as a model to study intervertebral disc calcification.

## 4 METHODS

### 4.1 Mice

All animal experiments were performed under IACUC protocols approved by the Thomas Jefferson University. 6M and 22‐23M C57BL/6 mice from NIA aged Rodent colony, LG/J (Stock # 000675, Jackson Labs) and SM/J (Stock # 000687, Jackson Labs) mice at 6M and 23M were analysed. While LG/J and SM/J life estimates do not vary considerably (Staats, 1976), no systematic study has provided comparative estimates on cellular senescence activity between these three strains.

### 4.2 Histological Analysis

Dissected spines were fixed in 4% PFA in PBS for 48 hr, decalcified in 20% EDTA and embedded in paraffin. Spines used for calcified sections were fixed for 2h, treated with 30% sucrose, OCT embedded and snap‐frozen. 7 µm mid‐coronal sections were cut from 6 caudal levels (Ca3‐9) of each mouse and stained with Safranin‐O/Fast Green/haematoxylin for assessing histology or Picro‐Sirius Red, to visualize the collagen content. Alizarin Red staining was used to detect calcium. Staining was visualized using a Axio Imager 2 microscope (Carl Zeiss) using 5×/0.15 N‐Achroplan or 20×/0.5 EC Plan‐Neofluar objectives (Carl Zeiss) or a polarizing microscope (Eclipse LV100 POL, Nikon) using 10×/0.25 Pol/WD 7.0 objective, Digital Sight DS‐Fi2 camera, and NIS Elements Viewer software. To evaluate degeneration, mid‐coronal sections from >4 caudal discs per mouse were scored using a modified Thompson Grading scale by 4 blinded observers (Choi et al., 2018).

### 4.3 Immunohistology and cell number measurements

De‐paraffinized sections following antigen retrieval were blocked in 5% normal serum in PBS‐T and incubated with antibodies against collagen I (1:100, Abcam ab34710), collagen II (1:400, Fitzgerald 70R‐CR008), collagen X (1:500, Abcam ab58632), aggrecan (1:50, Millipore AB1031); chondroitin sulphate (1:300, Abcam ab11570); CA3 (1:150, SantaCruz), Ki67 (1:100, Abcam ab15580) and p21 (1:200, Novus NB100‐1941). For GLUT‐1 (1:200, Abcam, ab40084) and ARGxx (1:200, Abcam, ab3773) staining, MOM kit (Vector laboratories, BMK‐2202) was used for blocking and primary antibody incubation. Tissue sections were washed and incubated with Alexa Fluor‐594‐conjugated secondary antibody (Jackson ImmunoResearch Lab, Inc., 1:700). The sections were mounted with ProLong^®^ Gold Antifade Mountant with DAPI (Fisher Scientific, P36934) and visualized with Axio Imager 2 microscope using 5×/0.15 N‐Achroplan or 20×/0.5 EC Plan‐Neofluar objectives (Carl Zeiss). Staining area and cell number quantification was performed using the ImageJ software. Images were thresholder to subtract the background, transformed into binary, and then staining area and cell number were calculated using the analyse particles function.

### 4.4 TUNEL assay

TUNEL staining was performed using “In situ cell death detection” Kit (Roche Diagnostic). Briefly, sections were de‐paraffinized and permeabilized using Proteinase K (20 μg/mL) for 15 min and TUNEL assay was carried out per manufacturer's protocol. Sections were washed and mounted with ProLong^®^ Gold Antifade Mountant with DAPI and visualized with Axio Imager 2 microscope.

### 4.5 Tissue RNA isolation and real‐time RT‐PCR analysis

NP tissue was dissected from caudal discs (Ca1‐Ca15) of 6M SM/J (*n* = 6:4 females, 2 males), 6M and 23M BL6 mice (*n* = 7:4 females, 3 males), LG/J (23M *n* = 5:4 females, 1 males; 23M *n* = 6:6 males) and pooled tissue from single animal served as an individual sample. Samples were homogenized and total RNA was extracted using RNeasy^®^ Mini kit (Qiagen). The purified, DNA‐free RNA was converted to cDNA using EcoDry™ Premix (Clontech). Template cDNA and gene‐specific primers (IDT, IN) were added to Power SYBR Green master mix, and expression was quantified using the Step One Plus Real‐time PCR System (Applied Biosystems). HPRT was used to normalize gene expression. Data are represented as mean ± *SEM* *n* ≥ 4 mice/group.

### 4.6 Microarray analysis and enriched pathways

Total RNA with RIN 5–9 was used for the analysis. Fragmented biotin‐labelled cDNA was synthesized using the GeneChip WT Plus kit according to ABI protocol (Thermo Fisher). Gene chips (Mouse Clariom S) were hybridized with biotin‐labelled cDNA. Arrays were washed and stained with GeneChip hybridization wash and stain kit and scanned on an Affymetrix Gene Chip Scanner 3000 7G, using Command Console Software. Quality control of the experiment was performed by Expression Console Software v 1.4.1. Chp files were generated by sst‐rma normalization from Affymetrix CEL file using Expression Console Software. Only protein‐coding genes were included in the analyses. Detection above background higher than 50% was used for Significance Analysis of Microarrays (SAM) and the false discovery rate (FDR) was set at 5%. Biological process enrichment analysis was performed using PANTHER overrepresentation test, GO database annotation, binomial statistical test with FDR ≤ 0.05. Analyses and visualizations were done in Affymetrix Transcriptome array console 4.0 software. Array data are deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134955).

### 4.7 Human microarray analysis

All sample details were reported by Kazezian et al. (2015) and available in GEO database, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70362 (Kazezian et al., 2015). Degenerative and nondegenerative clusters were obtained by hierarchical clustering of DEGs with a Euclidean distance < 0.5 cut‐off. DEGs used for overrepresented biological processes enrichment analysis using PANTHER overrepresentation test, GO database annotation, binomial statistical test with FDR ≤ 0.05 of up‐ and downregulated DEGs between each degenerated cluster and cluster A (healthy).

### 4.8 Micro‐CT analysis

Micro‐CT (μCT) scanning (Bruker SkyScan 1275) was performed on fixed spines using parameters: 50 kV (voltage), 200 μA (current) at 30 μm resolution. The 3D data sets were assessed for bone volume fraction (BV/TV), trabecular thickness (Tb. Th), trabecular number (Tb. N) and trabecular separation (Tb. Sp). For cortical bone analysis, 2D assessments computed cortical bone volume (BV), cross‐sectional thickness (Cs. Th), polar moment of inertia (MMI) and closed porosity per cent (Po(cl)). Disc height and vertebral length were measured at three different points equidistant from the centre of the bone on the sagittal plane. Disc height index (DHI) was calculated (Choi et al., 2018).

### 4.9 FTIR imaging spectroscopy

IR spectral imaging data in the mid‐IR region, 4,000–800/cm at 8/cm spectral resolution and 25 μm spatial resolution was acquired from 10‐μm‐thick calcified caudal disc sections from 6M and 23M LG/J mice (*n* = 3 discs/group) using a Spectrum Spotlight 400 FT‐IR Imaging system (Perkin Elmer, CT) (Choi et al., 2018; Mohanty et al., 2019). Absorbance for proteins in the amide I region, 1,665/cm; phosphate vibration region, 960 cm^−1^ and the carbonate at 870/cm were recorded (Berzina‐Cimdina & Borodajenko, 2012). The preprocessed spectra were used for K‐means cluster analysis to define anatomical regions and tissue types within the tissue section spectral images (Choi et al., 2018), which represent each analysed peak and ratio. clustering images were obtained using Spectrum Image Software.

### 4.10 Blood analysis

Blood was collected by heart puncture following sacrifice and centrifuged at 1,500 rcf, at 4 degrees, for 15 min to obtain plasma and send to measure analyte levels (IDEXX BioAnalytics). Fetuin‐A was quantified using the mouse Fetuin‐A/AHSG DuoSet ELISA (R&D Systems) according to the manufacturer's instructions.

### 4.11 Statistical analysis

Analysis was performed using Prism7 (GraphPad, La Jolla). Data are represented as mean ± *SEM*. Data distribution was checked with Shapiro–Wilk normality test and the differences between two groups were analysed by *t* test or Mann–Whitney as appropriate. The differences between 3 groups were analysed by ANOVA or Kruskal–Wallis for nonnormally distributed data followed by Dunn's multiple comparison test. Chi‐squared test was used to analyse differences between distribution of percentages. *p* ≤ .05 was considered a statistically significant difference.

## CONFLICT OF INTEREST

Nothing to disclosure.

## AUTHOR CONTRIBUTIONS

EJN, MVR and IMS designed the study. EJN, MVR, VAT, JM, KS, AS, ND, SA, FS and KVW collected and analysed the data. EJN, MVR, IMS, ND, FS and KVW prepared the manuscript.

## Supporting information

FigureS1–S8

Supplementary Material

## Data Availability

Microarray data set that supports the findings of this study are openly available in GEO database, accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134955.

How the deposited data were processed for this re-analysis (not part of the article)

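RNA of mouse nucleus pulposus was measured on 30 Clariom S arrays, 17 from mice at 6M (BL6, LG/J and SM/J) and 13 from BL6 and LG/J mice at 23M. Each array was counted as 1 animal, as its label gives it. The values are on a log2 scale and were used as deposited; the paper gives SST-RMA in Affymetrix Expression Console, and the array labels give RMA. The filter on detection above background, the gene list analysis in PANTHER and the raw scans were not used here. The genome build of the array annotation is not given in the sources used here.

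The value table has 28846 rows, of which 5316 are controls. Rows were named by the gene table of the array, and 19572 rows carry 1 symbol while 3958 that are no controls carry none. For 55 genes with several rows 1 row was used, which left 19505 genes. Genes without a named row, Runx2, Enpp1 and Ddx3y among them, were not tested. No 2 arrays were identical.

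Comparisons were made with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 to read the tables, and figures with matplotlib 3.10.9 in Python 3.11.15. The 17 arrays at 6M were fitted together, and the 24 arrays of BL6 and LG/J together for the comparisons with age, at 23M and of the age effects. The p-values are from moderated t tests, adjusted by Benjamini and Hochberg over all genes. Strain comparisons were called at an adjusted p under 0.05 and a fold of at least 2, age comparisons and their difference at an adjusted p under 0.05. A gene below the fold threshold is described as changed where its adjusted p is under 0.05. Of 59 gene lists, 48 were fixed before the data were examined and 11 hold genes that the study shows or names. Camera of limma tested 47 of the fixed lists, with a preset correlation of 0.01 and with an estimated one. The lists of the study were counted and not tested as sets, because they were picked on the same arrays, which departs from the plan. Named genes are those of the paper, the 8 largest rises and falls of each comparison, up to 4 called members of a list with the largest differences in the direction described, the 2 most abundant members of a list without calls, and the Y-linked genes. Between 2 groups the largest rises and falls were taken only from called genes whose groups did not overlap. Their lack of overlap is therefore not evidence. These rules were fixed with the lists. A mean level below the mean over a group's arrays of the median of the negative control probes is written as not above the negative controls. A floor at that value was used for bounds, and no difference is given in the passages where both groups lay below it.

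The tests were tried on simulated data with the same group sizes and 200 changed genes. Genes were drawn independently from normal distributions, with 1 SD per gene for all groups. The real arrays differ from this, with a median correlation between arrays of 0.972 within SM/J and 0.991 within BL6 at 6M. A further list of genes was shifted as well and was not counted among the false calls. The shares below hold for such simulated data only. Calls in this trial were made at an adjusted p under 0.05 alone. Strain comparisons used the 2-fold threshold as well, so for them the shares below do not describe the rule used. At a 2-fold change limma called 86.6% for LG/J against BL6 at 6M, 91.0% for SM/J against BL6, 77.6% for SM/J against LG/J, 95.5% for age in BL6, 92.5% for age in LG/J, 88.1% for LG/J against BL6 at 23M and 50.7% for the difference of the age effects. At 1.5-fold the shares were 28.4%, 50.7%, 20.9%, 65.7%, 32.8%, 62.7% and 23.9%. False calls were 4.35%, 5.65%, 3.60%, 5.21%, 4.85%, 9.45% and 4.03% of the calls.

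Alternatives were a fit over all arrays or over the groups compared, an intensity trend with robust moderation, array weights, quantile normalization, median centring, filters at the 25th and 50th percentile of an array, all rows, significance analysis of microarrays in own code with 100 permutations, the array number as a replicate block, other fold thresholds, each array left out in turn, and the mean level of Y-linked genes or of granulocyte markers as a covariate. The muscle level as a covariate and unadjusted p-values were added after the data were seen. Principal components were computed from centred values of all genes. Labels of arrays were regrouped at random 100 times per comparison with fixed seeds.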

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

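All tests of the patterns below were chosen after the first fits had shown these patterns; those of muscle, of blood cells, of sex and of regrouped arrays were written down before their own values were computed, whereas the medians set against random lists had been seen. Of 103 groups compared with a limit that chance passes in about 1 of 20, 7 passed it.

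The first pattern is the narrow spread of values on the SM/J arrays. Their poly-A spike controls had a median of 9.64, averaged over arrays, against 8.12 on BL6 and 7.89 on LG/J arrays at 6M. The median of the negative controls was higher as well, at 6.52 against 6.01 and 5.88. A regression of SM/J on BL6 levels had a slope of 0.772, against 1.01 for LG/J, so low genes rose and high genes fell. This may account for part of the lower metabolic genes, since random lists matched on level had medians between -1.08 and -0.71, but oxidative phosphorylation reached -1.31. Collagens reached 1.19, outside -0.21 to 0.61, the proton pump -1.56, outside -1.36 to -0.59, and immediate early genes 0.23, above -0.92 to -0.33. Genes of the random lists were drawn independently, so these ranges do not allow for genes of a list that vary together. A median outside its range therefore does not by itself show a shift beyond the narrower spread. Strain and array date cannot be told apart in the differences of the SM/J arrays. The paper used RNA over a range of integrity numbers, and neither integrity nor amount of RNA was compared between arrays here.

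The second pattern is signal of blood cells and muscle on BL6 arrays. Across 14 BL6 arrays the granulocyte level followed the erythroid level (r = 0.909, rho = 0.864, permutation adjusted p = 3.0e-05; r = 0.871 without the 2 farthest arrays) and the B cell level, whose mean lay below the negative controls (r = 0.877, rho = 0.903, permutation adjusted p = 3.0e-05; r = 0.892 without them), among 3 relations tested. Marrow or blood in the BL6 samples is a candidate source of the lower granulocyte genes in LG/J. The granulocyte and muscle levels had r = -0.684 (rho = -0.543, permutation adjusted p = 0.00715; r = -0.475 without them). The median of muscle genes rose with age in BL6 by 1.12, but with the muscle level as a covariate 3.53% of 312 other called genes, 11 of them, shrank to under 50% of their size, and 84 still passed while the median standard error went from 0.150 to 0.206.

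The third pattern is the median rise of Y-linked genes by 6.80 with age in LG/J. Sex may contribute to the age effects in LG/J, but it cannot be separated from age there. The Y-linked level lay between 3.28 and 3.70 on the LG/J arrays at 6M and between 9.18 and 9.75 at 23M. Across 463 called genes outside the Y chromosome, the age effects had a correlation of 0.201 with the slope on the Y-linked level in BL6. Across all genes, those of the Y chromosome included, the correlation was 0.250. Neither value decides the question.

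Arrays were regrouped at random, with 1 of 100 groupings, the real one, as large in each of 6 comparisons. Counts as large were thus rare by chance, but 100 groupings cannot show a share under 1 in 100. In strain comparisons the groups also differ in array date, so this regrouping does not tell strain from date. The real counts and the highest others were 1589 and 62 for LG/J against BL6 at 6M, 7000 and 3282 for SM/J against BL6, 8387 and 4521 for SM/J against LG/J, 324 and 84 for age in BL6, 473 and 116 for age in LG/J, and 1849 and 810 at 23M. For the difference of the age effects 2 of 100 were as large, with 83 genes in the real grouping and 103 in the highest other.

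Values far from the rest of their group were a negative control median of 5.78 on BL6 23M replicate 10, a muscle level of 5.78 on BL6 6M replicate 04 and of 6.22 on LG/J 23M replicate 08, an osteoblast level of 6.99 on BL6 6M replicate 07 and of 6.97 on SM/J 6M replicate 25, an oxidative phosphorylation level of 10.65 on SM/J 6M replicate 28 and an Inmt value of 17.58 on BL6 6M replicate 04. Inmt was at -12.43 between LG/J and BL6 at 6M in the deposited values; its LG/J level was not above the negative controls, and with these as a floor the difference is at least -11.1 in size.

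The age effect differed between LG/J and BL6 for 83 genes. Among named genes the differences were 6.66 for Socs3, 6.27 for Fosb, 5.23 for Fos, 4.89 for Zfp36, 4.62 for Ier2, 4.58 for Junb, 4.29 for Egr1 and 4.20 for Id3. They were -4.42 for Col10a1, -3.38 for Chad, -2.14 for Dmrta1, -2.09 for Adm, -1.77 for Septin6, -1.61 for Fxyd2, -1.61 for Sirpa and -1.49 for Slit3. The calls of Socs3, Fosb, Fos, Zfp36, Junb, Chad and Adm were lost with the Y-linked and with the muscle level as a covariate, those of Egr1 and Dmrta1 with the Y-linked level, and those of Col10a1 and Fxyd2 with the muscle level. Over the 9 genes lost with the Y-linked level the median size went from 4.58 to 4.40 and the median standard error from 0.93 to 1.10. For the 9 lost with the muscle level the median size went from 4.58 to 3.67 and the median standard error from 0.93 to 0.95. The calls of Chad, Dmrta1 and Adm were also lost with the granulocyte level, though their differences stayed near the above, at -3.18 ± 0.77, -1.93 ± 0.48 and -2.05 ± 0.48. Camera called 13 lists for this difference, and only apoptosis genes, at a median of 0.12, held with an estimated correlation. The other medians were 1.61 for immediate early genes, 6.73 for Y-linked genes, 0.18 for cytokines, 0.15 for interferon genes, 0.11 for heat shock proteins, -0.93 for skeletal muscle markers, -0.62 for granulocyte markers, -0.41 for erythroid markers, -0.22 for cartilage proteoglycans, -0.16 for oxidative phosphorylation, -0.15 for neural markers and -0.13 for glycolysis.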

How the results depend on the processing

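The muscle level as a covariate and unadjusted p-values were chosen after the data were seen; the cause of the changes was not tested. Genes called with age in BL6, 324, were 214 in a fit over all arrays, 99 with a 2-fold threshold, 158 with the muscle level as a covariate, 2502 at unadjusted p and 224 to 313 with 1 array left out. Genes called with age in LG/J, 473, were 269 in a fit over all arrays, 263 in a fit of the groups compared, 128 with the Y-linked level as a covariate, 180 with a 2-fold threshold and 2888 at unadjusted p. With 1 array left out they ranged from 268 without LG/J 6M replicate 02, and 288 without LG/J 6M replicate 04, to 499 without LG/J 23M replicate 08. Genes called for SM/J against BL6 were 4442 after quantile normalization and 15291 without a fold threshold. For SM/J against LG/J they were 4589 and 15564, and 4942 above the 50th percentile. For LG/J against BL6 at 6M they were 886 with the granulocyte level and 6223 without a fold threshold, and at 23M 9962 without one. The difference of the age effects, 83 genes, were 140 above the 50th percentile, 43 with the Y-linked level and 44 with the muscle level, and from 44 without LG/J 6M replicate 02 to 134 without BL6 23M replicate 12. Genes higher with age in both strains, 40, were 13 with the Y-linked level, 16 at 2-fold, 287 at unadjusted p and from 26 without LG/J 6M replicate 02 to 42 without LG/J 23M replicate 11. Genes lower in both, 17, were 9 in a fit over all arrays, 6 with the Y-linked level, 3 at 2-fold, 180 at unadjusted p, and 11 without LG/J 6M replicate 02 or 04. The first component of BL6 and LG/J held 33.84% with scaled genes.

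Directions turned for SM/J against BL6 after quantile normalization in Adamts4 (-0.046), Hsp90aa1 (0.50), Hsp90b1 (0.13), Vps4a (0.21) and the median of cytosolic ribosomal proteins (0.045). With the granulocyte level they turned at 6M in Itgam (0.069), Lyz2 (1.51), Plau (-0.047) and Slc4a1 (0.56), and at 23M in Bglap (0.052), Bglap2 (0.064), Col1a2 (0.19), Eif2s3y (-2.13), Itgam (0.21), Lyz2 (0.99), Mki67 (0.49), Mmp13 (0.26), Slc4a1 (0.34) and Uty (-0.90). Gm20865 turned with the Y-linked level in LG/J with age (-0.094) and Dusp1 with the muscle level at 23M (-0.083). Of these Adamts4, Itgam at 6M, Bglap, Bglap2 and Mmp13 lay below the negative controls in both groups, so that their direction carries no meaning.

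The array number as a replicate block gave 1602 genes at 6M and 1937 at 23M, and arrays of the same number had correlations from -0.108 to 0.092, which give no sign of pairing. With 1 array left out the counts were 1557 to 1663 for LG/J against BL6 at 6M, 6650 to 7541 for SM/J against BL6, 8054 to 8903 for SM/J against LG/J and 1796 to 1888 at 23M. Of other counts, 136 with 1 array left out, 13 after quantile normalization and 9 after median centring moved by no more than 1.5 times.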

Differences from the paper's values

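The alternatives here were planned before the data were examined, apart from unadjusted p-values and the muscle level. Between LG/J and BL6 at 6M the paper gives 863 genes, and 1589 were called here at its thresholds. The count came near the paper's above the 50th percentile (1186) and with the granulocyte level as a covariate (886), and not in the other alternatives. Of genes lower with age in either strain, the paper gives 15.8% as shared, against 6.25% here, and the alternatives gave 3.85 to 7.46%, with 7.57% at unadjusted p. The share of 55% that the paper gives for SM/J was 47.7% here and 55.2% without a fold threshold.

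With age in BL6 about 2400 genes rose and about 4800 fell in Fig. 5, read by eye, against 218 and 106 here. In LG/J about 2900 rose and about 4500 fell in Fig. 5, read by eye, against 290 and 183. No alternative set before the data were examined came near these counts, and at unadjusted p, chosen after the data were seen, they were 1381 and 1121 in BL6 and 1451 and 1437 in LG/J. The second component of BL6 and LG/J held about 15% in Fig. 5, read by eye, against 7.00% here, and 6.27 to 8.39% in the alternatives. Lgals1 was about 4.6-fold in Fig. 4, read by eye, against 3.96 here; it came near with median centring (4.38) and without BL6 6M replicate 01 or 02 or LG/J 6M replicate 03 or 04, and not in the others. Ifit2 was at about -16-fold in Fig. 4, read by eye, against -8.64 here, and came near with the granulocyte level as a covariate (-14.2) only.

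Of the genes shown as bars, 33 of 33 for LG/J against BL6 at 6M, 18 of 18 for SM/J against BL6 and 64 of 64 at 23M had the paper's direction, of which 30, 11 and 29 were called here with the 2-fold threshold and 31, 17 and 54 passed without it. In the text the paper gives lower Bcl2 in LG/J at 23M, whereas Bcl2 was higher here by 0.54 (adjusted p = 0.0182 from limma). Fig. 5j shows Bcl2l11 as lower, so the text may mean that gene; it was at -0.30 here (adjusted p = 0.122 from limma) and not above the negative controls in LG/J.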

Other observations

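Cd14, a receptor for bacterial lipopolysaccharide, was higher in LG/J than in BL6 at 23M by 1.81 ± 0.20 (adjusted p = 3.85e-08 from limma; n = 6 and 7) and rose with age in LG/J by 1.13 ± 0.23, a call that was lost with the Y-linked level as a covariate, at 0.75 ± 0.28. Cd163, a scavenger receptor of macrophages, was higher at 23M by 1.97 ± 0.18 (adjusted p = 2.15e-09 from limma) and did not pass with age in LG/J at 0.22 ± 0.21. The cell cycle inhibitor Cdkn1a did not pass between LG/J and BL6 at 23M, at 0.69 ± 0.36 (adjusted p = 0.108 from limma). Mki67, a gene of dividing cells, was lower in LG/J at 23M by -2.27 ± 0.47 and turned to 0.49 with the granulocyte level as a covariate. The carbonic anhydrase Car3 and the glucose transporter Slc2a1 did not pass at 23M, at 0.09 ± 0.07 and 0.06 ± 0.10. Acan, the main proteoglycan of the disc, was higher at 23M by 0.37 ± 0.09 (adjusted p = 0.00198 from limma), below 2-fold.

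Id1 and Id3 were among 5 genes that fell with age in BL6 and rose in LG/J; Id1 was chosen after its values were seen.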
